# Fetal and trophoblast PI3K p110α have distinct roles in regulating resource supply to the growing fetus in mice

**DOI:** 10.7554/eLife.45282

**Published:** 2019-06-26

**Authors:** Jorge López-Tello, Vicente Pérez-García, Jaspreet Khaira, Laura C Kusinski, Wendy N Cooper, Adam Andreani, Imogen Grant, Edurne Fernández de Liger, Brian YH Lam, Myriam Hemberger, Ionel Sandovici, Miguel Constancia, Amanda N Sferruzzi-Perri

**Keywords:** placenta, pregnancy, resource allocation, nutrient transport, PI3K, fetus, Mouse

## Abstract

Studies suggest that placental nutrient supply adapts according to fetal demands. However, signaling events underlying placental adaptations remain unknown. Here we demonstrate that phosphoinositide 3-kinase p110α in the fetus and the trophoblast interplay to regulate placental nutrient supply and fetal growth. Complete loss of fetal p110α caused embryonic death, whilst heterozygous loss resulted in fetal growth restriction and impaired placental formation and nutrient transport. Loss of trophoblast p110α resulted in viable fetuses, abnormal placental development and a failure of the placenta to transport sufficient nutrients to match fetal demands for growth. Using RNA-seq we identified genes downstream of p110α in the trophoblast that are important in adapting placental phenotype. Using CRISPR/Cas9 we showed loss of p110α differentially affects gene expression in trophoblast and embryonic stem cells. Our findings reveal important, but distinct roles for p110α in the different compartments of the conceptus, which control fetal resource acquisition and growth.

## Introduction

Intrauterine growth is dictated by the genetically-determined fetal drive for growth and the supply of nutrients and oxygen to the fetus. In turn, fetal substrate supply depends on the functional capacity of the placenta to transfer nutrients and oxygen from the mother to the fetus. Insufficient fetal substrate supply prevents the fetus from achieving its genetic growth potential and leads to intrauterine growth restriction, which affects up to 10% of the population and is associated with perinatal morbidity and mortality (Baschat et al., 2007; Baschat and Hecher, 2004). Studies have shown that the transport capacity of the placenta is diminished in human pregnancies associated with fetal growth restriction (Glazier et al., 1997; Jansson and Powell, 2006), suggesting that placental insufficiency may be the underlying cause of a fetus failing to achieve its genetic growth potential. However, there is also evidence that placental transport capacity may adapt to maintain the supply of resources appropriate for the growth potential of the fetus (Sandovici et al., 2012; Sferruzzi-Perri and Camm, 2016). For instance, the placental capacity to supply resources to the fetus is higher in the lightest compared to heaviest placentas, supporting babies within the normal birth weight range (Godfrey et al., 1998). Placental supply capacity is also increased in newborns showing some protection to the growth-restricting effects of altitude-induced hypoxia (Espinoza et al., 2001; Jackson et al., 1988; Moore et al., 2001). Studies in mice have also shown that the placenta can adaptively up-regulate its transport function when the fetal demand for resources exceeds the supply capacity of the placenta, including following reduced expression of nutrient transporter or growth-regulatory genes, in small placentas within litters, and when the maternal provision of substrates is suboptimal (Coan et al., 2008; Constância et al., 2005; Dilworth et al., 2010; Higgins et al., 2016; Sferruzzi-Perri et al., 2011; Sferruzzi-Perri et al., 2013b; Vaughan et al., 2013; Wyrwoll et al., 2009). Taken together, these observations suggest that the placenta may adopt compensatory mechanisms to help meet the fetal genetic drive for growth, and that perhaps in severe cases of fetal growth restriction such adaptive attempts fail to occur or are insufficient. The signaling events which underlie placental adaptations, however, remain to be elucidated.

The phosphoinositide 3-kinases (PI3Ks) are a highly conserved family of enzymes, which are thought to have evolved to regulate growth in relation to nutrient supply (Engelman et al., 2006; Kriplani et al., 2015). In response to receptor activation, they generate lipid second messengers to initiate signaling cascades, which control important physiological processes such as cellular proliferation, metabolism, survival, polarity and membrane trafficking (Vanhaesebroeck et al., 2010). PI3Ks can be grouped into three major classes (I, II and III), on the basis of their substrate preference and sequence similarity. In mammals, Class I PI3Ks can be further subdivided according to the receptors to which they are coupled to. Class IA PI3Ks have received the most attention to date and they signal downstream of growth factor receptor tyrosine kinases (Jean and Kiger, 2014). In adult mammalian tissues, the ubiquitously expressed, Class IA isoform p110α plays a key role in mediating the growth and metabolic effects of insulin and insulin-like growth factors (IGFs) (Foukas et al., 2006; Knight et al., 2006; Sopasakis et al., 2010), which are major growth factors that also operate during feto-placental development (Sferruzzi-Perri et al., 2017; Sferruzzi-Perri et al., 2013a). Studies in mice show that changes in the PI3K pathway, particularly downstream of p110α are observed in placentas showing adaptive up-regulation of substrate supply to the fetus in pregnancies challenged with poor maternal environments and genetically-induced placental growth restriction (Higgins et al., 2016; Sferruzzi-Perri et al., 2011; Sferruzzi-Perri et al., 2013b). These observations indicate that p110α may be a part of a critical signaling cascade that integrates various environmental signals involved in adapting placental resource allocation to fetal growth.

Studies in mice have indicated that homozygous p110α deficiency, either by the complete loss of *Pik3ca* gene or by a mutation in *Pik3ca* which renders the p110α inactive (kinase dead mutation; p110α^D933A/D933A^; α/α), results in embryonic death between gestation day 9.5 and 11.5 (Bi et al., 1999; Foukas et al., 2006; Graupera et al., 2008). When p110α activity is reduced by half, in mice carrying one copy of the kinase-dead mutation (p110α^D933A/+^; α/+), fetuses are viable, but weigh 10–15% less than their wildtype littermates in late gestation (Foukas et al., 2006; Sferruzzi-Perri et al., 2016). Placental weight is also reduced in association with defects in the development of the labyrinthine transport region in α/+mutants (Sferruzzi-Perri et al., 2016). However, the capacity of the placenta to transfer maternal glucose and amino acid (via System A) to the fetus per unit surface area is increased in α/+mutants near term (Sferruzzi-Perri et al., 2016). This suggests adaptation of placental supply capacity with p110α deficiency. In the α/+mutant the whole conceptus is heterozygous for the p110α mutation (Sferruzzi-Perri et al., 2016) and the contribution of the fetal *versus* the trophoblast cell lineages in driving changes in placental development and adaptive responses cannot be discerned. This study therefore, sought to answer the following questions: 1) what effect does fetal *versus* trophoblast p110α deficiency have on placental phenotype and resource allocation to fetal growth? 2) does adaptive upregulation of placental transport depend on p110α signaling in fetal or trophoblast lineages? and 3) which genes downstream of p110α in the trophoblast compartment of the conceptus are implicated in adapting placental phenotype to support fetal growth in late mouse pregnancy? To achieve this, we selectively manipulated the expression of the p110α gene (*Pik3ca*) in the trophoblast and/or fetal cell lineages and assessed the impact on placental morphology, transport and transcriptome in relation to fetal growth.

## Results

### Fetal and trophoblast p110α interplay to regulate growth of the conceptus

We found PI3K p110α was highly expressed in the placental transport labyrinthine zone and the endocrine junctional zone of the mouse placenta (Figure 1—figure supplement 1). We then halved the p110α expression in either the trophoblast or the fetal (epiblast-derived) lineages of the conceptus by crossing mice in which exons 18–19 of the *Pik3ca* gene were flanked by LoxP sites (Graupera et al., 2008), to *Cyp19*Cre (Wenzel and Leone, 2007) and *Meox2*Cre (Tallquist and Soriano, 2000) mice, respectively, referred to as Het-P and Het-F throughout. These Cre lines are active in opposite compartments of the conceptus; for Het-P the *Cyp19*Cre targets expression in the trophoblast lineages of the placenta but not fetus, labyrinthine fetal capillaries or mesenchyme in the chorion (Figure 1A and C). In contrast, in Het-F the *Meox2*Cre deletes p110α expression in the fetus and placental labyrinthine fetal capillaries and chorionic mesenchyme but not trophoblast (Figure 1B and C) (further information regarding the genetic crosses can be found in Figure 1—source data 1).

**Figure 1.**
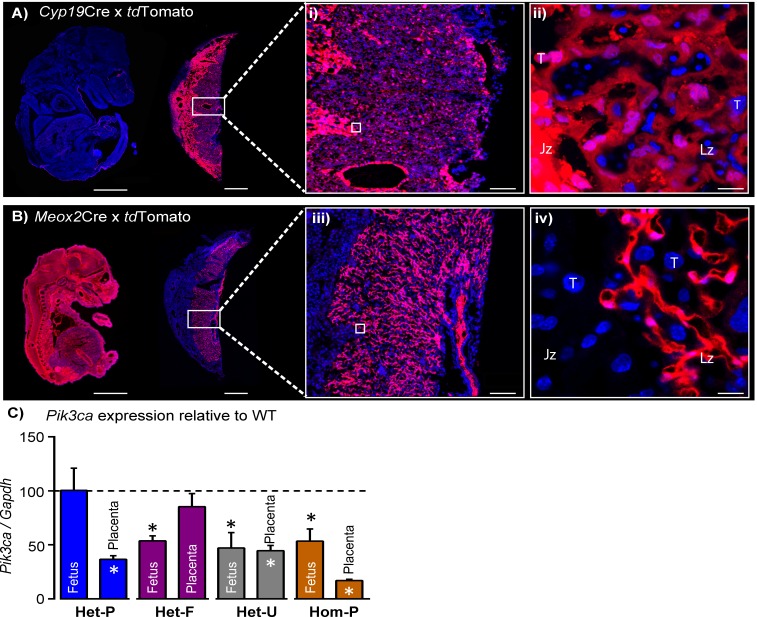
Successful modulation of p110α expression in the conceptus. (**A–B**) Validation that C*yp19*Cre (**A**) and *Meox2*Cre (**B**) are active in opposite compartments in the conceptus by crossing lines to the *tdTomato* reporter and assessing placentas and fetuses on day 16 of pregnancy. Boxes in A and B are shown in high magnification in i and ii, respectively. Scale bar for fetuses and placentas in A and B = 2 mm and 1 mm, in i and ii = 200 μm, and in iii and iv = 20 μm, respectively. (**C**) qRT-PCR for *Pik3ca* gene normalized to *Gapdh* in whole homogenates of fetus and placenta of Het-P, Het-F, Het-U and Hom-P mutants on day 19 of pregnancy, expressed as a ratio of their respective wild-type control (WT, denoted as a dotted line). *Gapdh* expression was not affected by genotype. *p<0.05, **p<0.01, and ***p<0.001 *versus* WT, unpaired t test. n ≥ 4 per genotype. Het-F = heterozygous deficiency in the fetus, Het-P = heterozygous deficiency in the placenta, Het-U = heterozygous deficiency in the fetus and placenta, Hom-P = heterozygous deficiency in the fetus and homozygous deficiency in the placenta, Jz = Junctional zone, Lz = Labyrinth zone, T = Trophoblast. 10.7554/eLife.45282.004Figure 1—source data 1.Summary of the mouse strains and experimental crosses used in the study.* Note for *Cyp19*Cre mutants (Het-P and Hom-P) the frequency is actually ~half than stated, due to mosaic activity of this Cre line.

**Figure 1—figure supplement 1.**
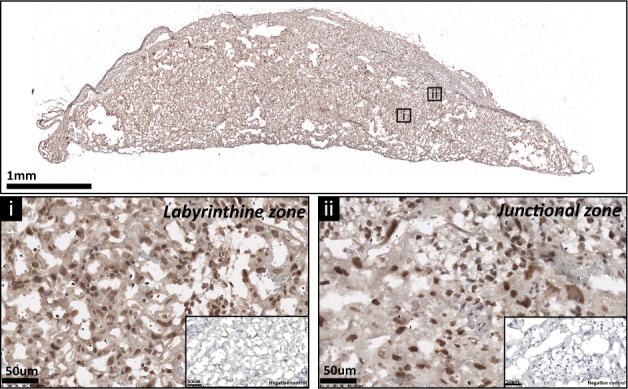
The expression of p110α protein by the mouse placenta on day 19 of pregnancy. Representative stained section shown with negative control shown in the figure inset.

We then compared the fetal and placental growth phenotype of the conditional Het-P and Het-F on day 19 of pregnancy (term ~20 days) to conceptuses with global heterozygous p110α deficiency achieved using the ubiquitous expressing *CMV*Cre line (Schwenk et al., 1995) (termed Het-U, Figure 1C). We found that compared to their wild-type (WT) littermates, there was no effect of heterozygous deficiency of p110α in the trophoblast on fetal or placental weight in Het-P mutants (Figure 2A). However, fetal and placental weights were 10–15% lower for Het-F and Het-U conceptuses (Figure 2B and C). The findings in Het-F and Het-U mutants are consistent with the proliferation defects observed in embryos with a deficiency in p110α (Bi et al., 1999; Foukas et al., 2006) and reveal for the first time that p110α in the embryo is important for determining the size of the placenta.

**Figure 2.**
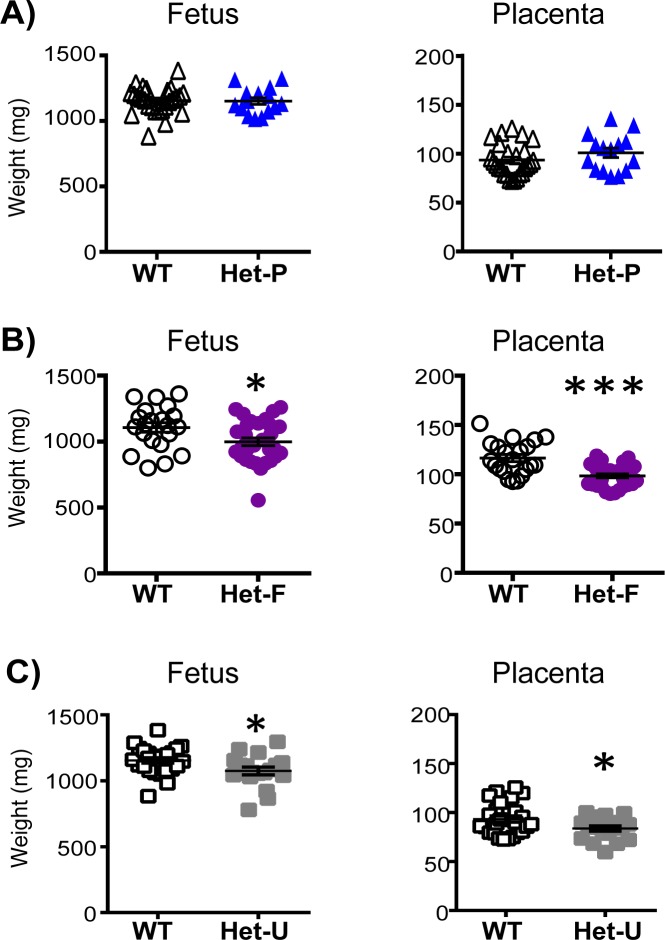
Feto-placental growth is regulated by fetal but not trophoblast p110α. (**A**) Het-P (n = 15) compared to WT (n = 26) (**B**), Het-F (n = 30) compared to WT (n = 21) and (**C**) Het-U (n = 18) compared to WT (n = 26) on day 19 of pregnancy. *p<0.05 and ***p<0.001 *versus* WT, unpaired t test. Note, there was no significant difference in fetal weight between Het-F and WT when data were analyzed by paired t test. Data from individual conceptuses are shown and the mean is denoted as a horizontal line with SEM.

Although fetal and not trophoblast p110α deficiency reduced conceptus weight, both affected the structure of the placenta (Figure 3A–C). In the labyrinthine region of Het-P conceptuses, the volume of maternal blood spaces, fetal capillaries and surface area were reduced though trophoblast increased compared to their WT controls (Figure 3A). In Het-F conceptuses, the labyrinthine zone, fetal capillaries and trophoblast volume were decreased *versus* WT littermates (Figure 3B). In the ubiquitous p110α heterozygote (Het-U), the volume of the labyrinthine zone, fetal capillaries and trophoblast were reduced, surface area decreased and barrier to diffusion was greater, relative to WT littermates (Figure 3C). Reassuringly, the same defects in Het-U placental structure were previously observed for α/+mutants near term (Sferruzzi-Perri et al., 2016). The volume of the endocrine junctional zone in Het-P, Het-F or Het-U placentas was not significantly altered when compared to the respective WT controls (Figure 3—figure supplement 1). Taken together, these findings indicate that p110α in the fetal and trophoblast lineages of the conceptus interplay to regulate the development of the transport region in the placenta.

**Figure 3.**
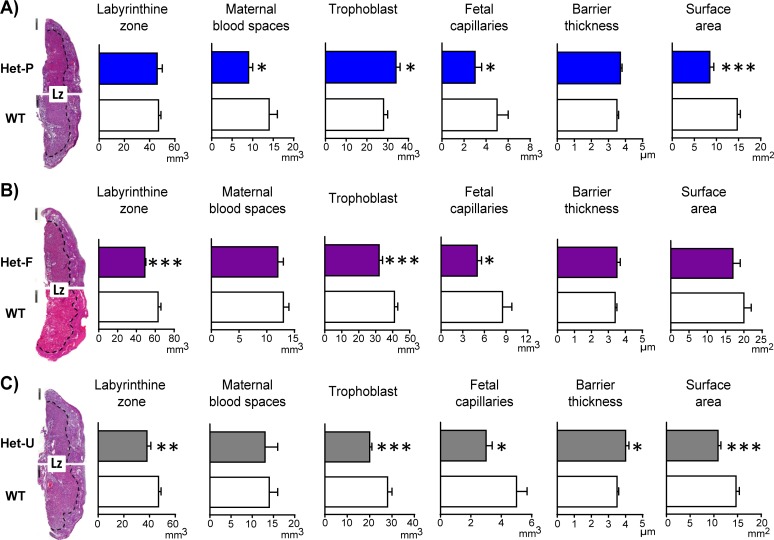
Placental morphology is regulated by both fetal and trophoblast p110α. (**A**) Het-P, (**B**) Het-F and (**C**) Het-U placental morphology on day 19 of pregnancy as determined by stereology. *p<0.05, **p<0.01, and ***p<0.001 *versus* WT, unpaired t test. Data presented as means ± SEM. Scale bar for hematoxylin and eosin-stained placental cross-sections is 500 μm. 6–10 placentas were assessed for each genotype for labyrinthine zone (Lz) volume and 4–5 analysed for Lz morphology.

**Figure 3—figure supplement 1.**
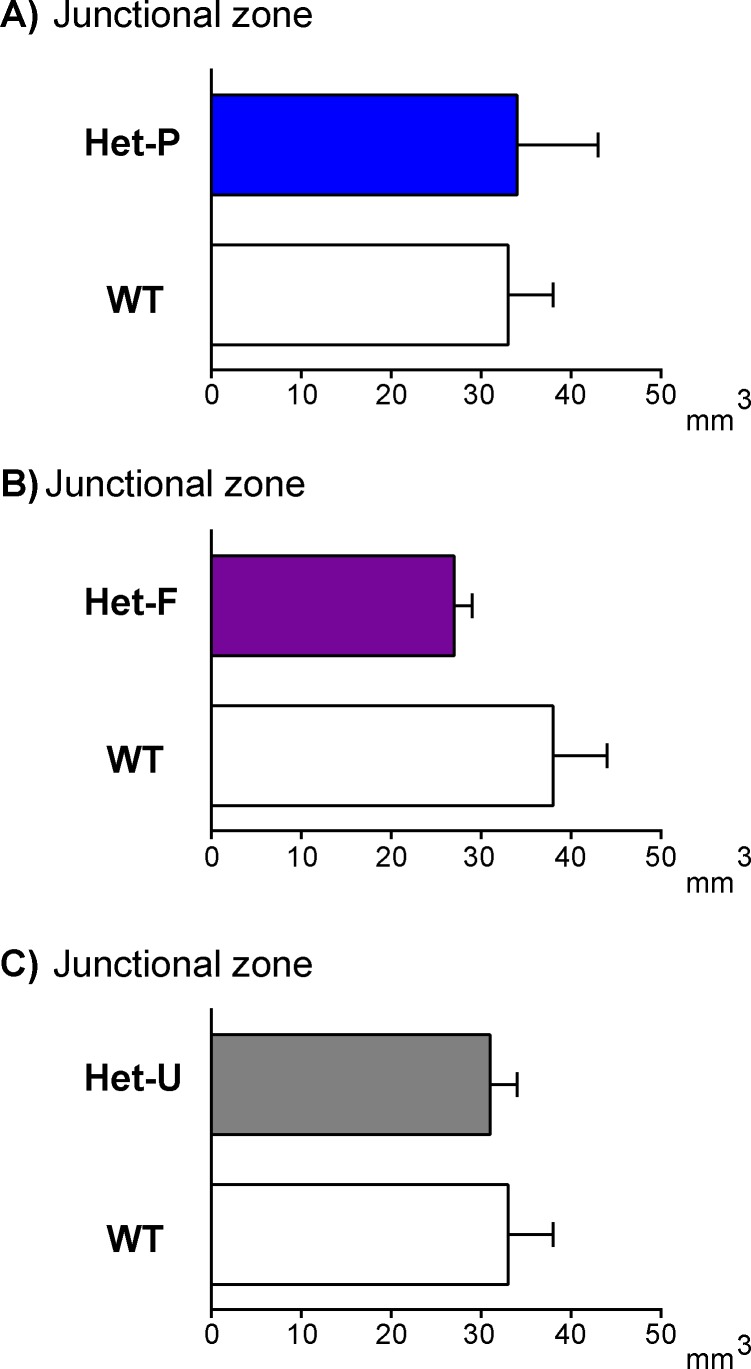
Junctional zone volume is not modified by fetal and/or trophoblast loss of p110α. Placental junctional zone volume on day 19 of pregnancy in Het-P (**A**), Het-F (**B**) and Het-U (**C**). n ≥ 6 placentas were assessed for each genotype. Data are presented as means ± SEM.

### Fetal and trophoblast p110α both regulate placental resource allocation to fetal growth

To assess whether morphological alterations in the placenta affect placental resource allocation to the fetus in Het-F, Het-U and Het-P, we measured the uni-directional maternal-fetal transfer of the non-metabolisable analogs of glucose (^3^H-methyl-D glucose; MeG) and a neutral amino acid (^14^C-methyl amino-isobutyric acid; MeAIB) on day 19 of pregnancy. We assessed fetal counts in relation to the estimated surface area for transport or to fetal weight, which respectively provided us with indices of the placental capacity for nutrient transfer and fetal growth relative to supply. We found that in compensation for the impaired labyrinthine development, Het-P and Het-U placentas transferred more MeG and MeAIB and Het-F more MeAIB per unit surface area compared to their respective WT littermates (Figure 4A–C). In agreement with these findings, mutant fetuses received either normal (MeG in all mutants and MeAIB in Het-P and Het-F) or increased amount of solutes (MeAIB in Het-U) for their size (Figure 4D–F). Moreover, the total fetal accumulation of these solutes was the same in the mutant and WT fetuses (Figure 4—figure supplement 1). These data suggest an adaptive response of both facilitated (MeG) and active (MeAIB) transport functions in placentas that are morphologically compromised by a lack of fetal or trophoblast p110α.

**Figure 4.**
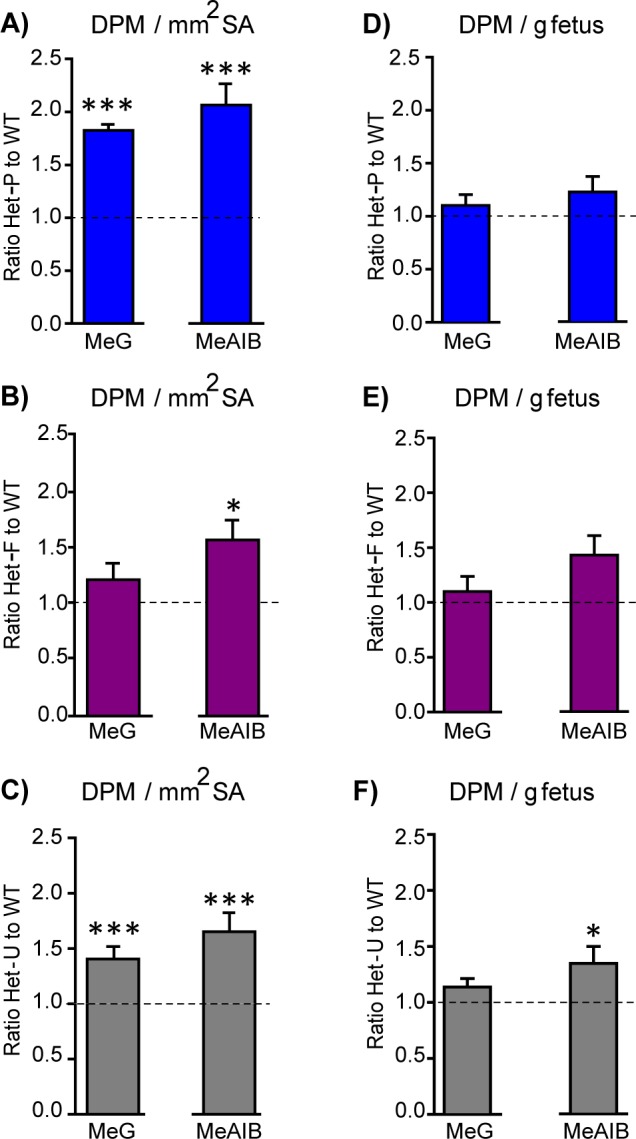
Placental nutrient transfer is adaptively increased in response to fetal and/or trophoblast loss of p110α. (**A–F**) The capacity of the placenta to transport ^3^H-methyl-D glucose (MeG) and ^14^C-amino isobutyric acid (MeAIB) relative to surface area available or to fetal weight (**D–F**) on day 19 of pregnancy for Het-P (n = 15) (**A, D**), Het-F (n = 24) (**B, E**) and Het-U (n = 16) (**C, F**), expressed as a ratio of their respective WT control values (denoted as a dotted line, n = 21, 18 and 21, respectively). DPM = disintegrations per minute. *p<0.05 and ***p<0.001 *versus* WT, unpaired t test. Data presented as means ± SEM.

**Figure 4—figure supplement 1.**
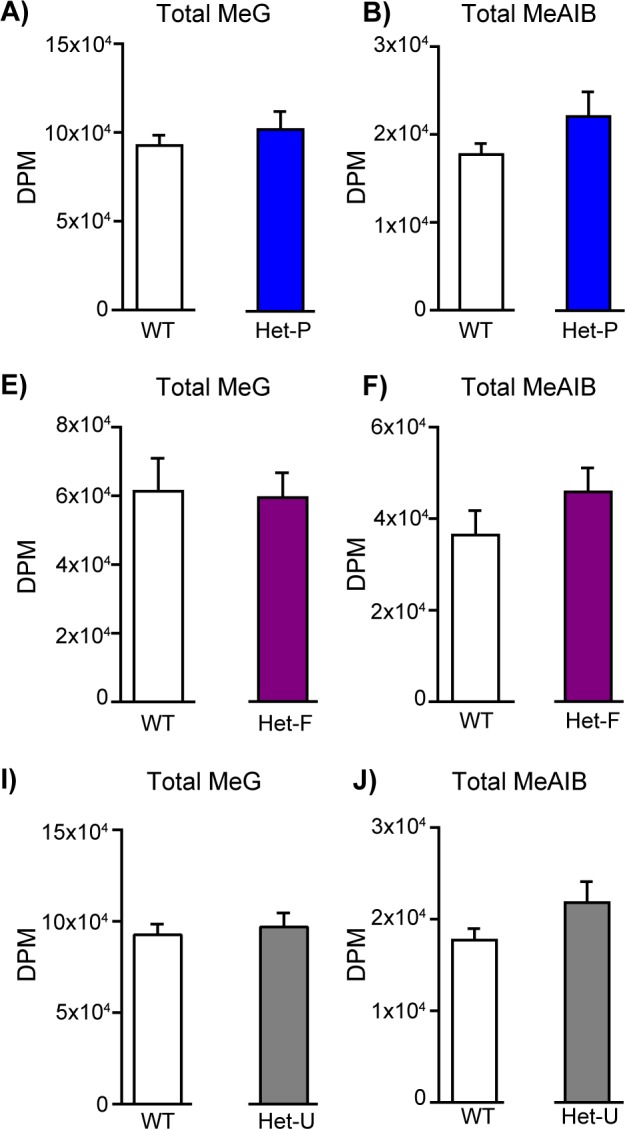
Total solute accumulation in response to fetal and/or trophoblast loss of p110α. The accumulation of ^3^H-methyl-D glucose (MeG) and ^14^C-amino isobutyric acid (MeAIB) on day 19 of pregnancy for Het-P (n = 15) (**A, D**), Het-F (n = 24) (**B, E**) and Het-U (n = 16) (**C, F**) with their respective WT control values (n = 21, 18 and 21, respectively). DPM = disintegrations per minute. Data presented as means ± SEM.

### Fetal p110α is essential for embryonic development and trophoblast p110α is critical for its ability to up-regulate amino acid transport to match fetal demands for growth

We wanted to know more about the regulation of placental resource allocation to the developing fetus when there is a loss of fetal and trophoblast p110α. In particular, we wondered whether adaptation of placental transport function would still occur in heterozygous mutants (Het-U) if the trophoblast or fetal lineages were completely deficient in p110α. To do this, we selectively deleted the remaining p110α from the trophoblast or the fetal compartment of Het-U mice, using *Cyp19*Cre and *Meox2*Cre, respectively (termed Hom-P and Hom-F, respectively). We found that deleting the remaining p110α from the fetal lineages was lethal between days 11 and 12 of pregnancy (Table 1). In contrast to the lethality of Hom-F embryos, we found viable Hom-P fetuses in late gestation (Figure 1C and Table 1—source data 1). The timing of Hom-F lethality was identical to mutants with constitutive homozygous deficiency of p110α (α/α; Foukas et al., 2006) and is consistent with the role of p110α in early murine embryonic development (Xu et al., 2009). Taken together, these findings highlight that p110α in the fetal, but not the trophoblast compartment of the conceptus, is obligatory for prenatal development.

**Table 1.** Deleting the remaining p110α from fetal compartment of the conceptus results in fetal lethality in Hom-F mutants between days 11 and 12 of pregnancy. Frequency of viable fetuses in a litter per gestational age are displayed, with the number of litters in parentheses. 10.7554/eLife.45282.005Table 1—source data 1.Deleting the remaining p110α from the trophoblast in Hom-P does not affect fetal viability at day 19 of pregnancy.Frequency of viable fetuses in a litter are displayed, with data from n = 15 litters. Offspring genotypes were determined by conventional PCR, and in the case of *Cyp19*Cre mutants, additionally by qRT-PCR to identify those with a sufficient level of *Pik3ca* deletion (frequency is in parentheses). When the cut off for *Pik3ca* deletion in the placenta using qRT-PCR was applied (<65% for Het-P and <30% for Hom-P), the frequency of *Cyp19*Cre mutants was ~50% less.

	WT	Het-F	Het-U	Hom-F
D10 (5)	23%	26%	34%	17%
D11 (6)	35%	23%	29%	13%
D12 (2)	50%	25%	25%	0%
D13 (3)	39%	33%	28%	0%

When comparing the growth of the Hom-P conceptuses to the control Het-U littermates, we found that fetal growth was restricted by a further 8% on day 19 of pregnancy (Table 2). However, despite the reduction in fetal growth, there was no difference in placental weight and labyrinthine morphology in Hom-P *versus* Het-U (Table 2). These observations suggest that the more severe reduction in fetal growth in Hom-P (relative to Het-U), was not caused by additional defects in the formation of the placental exchange region due to a complete loss of p110α in the trophoblast.

**Table 2.** Deleting the remaining p110α from the trophoblast reduces fetal weight but does not alter placental growth on day 19 of pregnancy, in Hom-P relative to Het-U controls. Conceptus weights are from n ≥ 18, Lz and Jz volume from n ≥ 6 and Lz morphology from n ≥ 4 per genotype. Data are presented as means ± SEM. * *versus* Het-U, p<0.05, unpaired t test. 10.7554/eLife.45282.007Table 2—source data 1.The effect of deleting the remaining p110α from the trophoblast in Hom-P on feto-placental growth relative to WT and Het-P.Hom-P * *versus* WT or † *versus* Het-P. *p<0.05 and ***p<0.001, †p<0.05 and †††p<0.001, unpaired t test. Conceptus weights are from n ≥ 15, Lz and Jz volume from n ≥ 6 and Lz morphology from n ≥ 4 per genotype on day 19 of pregnancy. Data are presented as means ± SEM.

	Het-U	Hom-P
Fetus (mg)	1075 ± 31	994 ± 22*
Placenta (mg)	84 ± 3	89 ± 3
Labyrinthine zone (mm^3^)	38 ± 3	36 ± 2
Junctional zone (mm^3^)	31 ± 3	30 ± 2
Maternal blood spaces (mm^3^)	13 ± 3	11 ± 1
Trophoblast (mm^3^)	20 ± 1	22 ± 2
Fetal capillaries (mm^3^)	3 ± 1	4 ± 1
Barrier thickness (μm)	4.0 ± 0.2	3.9 ± 0.1
Surface area (mm^2^)	11 ± 1	10 ± 1

We wondered whether the greater reduction in fetal growth may have been caused by a defect in placental transport function (a failure of the placenta to adapt its transfer capacity) in the Hom-P *versus* the Het-U mutants. We found that Hom-P placentas transferred 30% less amino acid (MeAIB) for the surface area available than Het-U littermates (Figure 5A). Furthermore, Hom-P fetuses received less MeAIB solute for their size, as well as overall (Figure 5—figure supplement 1). As the Het-U placenta up-regulated its transport capacity (Figure 4C), this suggests that the greater reduction in fetal growth was due to an inability of the Hom-P placenta to adaptively increase amino acid transfer to the fetus. Placental glucose transfer capacity however, was not affected by a lack of placental p110α; transfer of MeG by the Hom-P placenta was equal to Het-U (Figure 5—figure supplement 1). Data on feto-placental growth and placental transfer in Hom-P compared to wild-type and Het-P, which in contrast, retain p110α in fetus, are shown in Table 2—source data 1 and Figure 5—source data 1. Collectively, our data suggest that the demand signals of the compromised feto-placental unit for more amino acids operate via p110α in the trophoblast.

**Figure 5.**
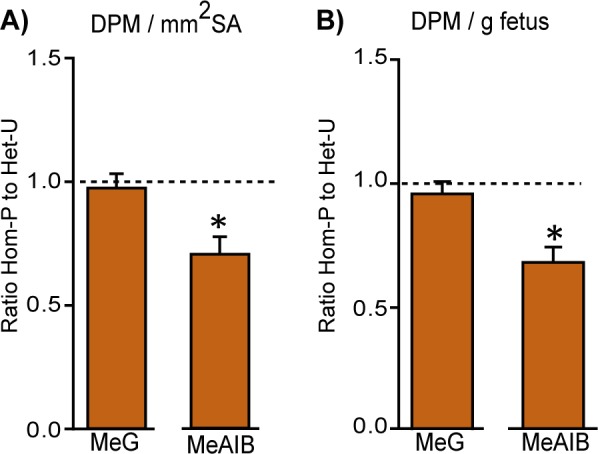
Retaining trophoblast p110α is critical for the ability of the placenta to increase amino acid transport. MeG and MeAIB transport relative to surface area available (**A**) or to fetal weight (**B**) on day 19 of pregnancy in Hom-P (n = 16), expressed as a ratio of Het-U control values (denoted as a dotted line, n = 16). DPM = disintegrations per minute. *p<0.05 *versus* Het-U, unpaired t test. 10.7554/eLife.45282.016Figure 5—source data 1.The effect of deleting the remaining p110α from trophoblast in Hom-P on placental transport capacity relative to WT and Het-P.Placental transport of ^3^H-methyl-D glucose (MeG) and ^14^C-amino isobutyric acid (MeAIB) relative to surface area available or to fetal weight on day 19 of pregnancy is shown as a ratio of WT values. Hom-P * *versus* WT or † *versus* Het-P. *p<0.05, †p<0.05 and †††p<0.001, unpaired t test. DPM = disintegrations per minute. Data are from n ≥ 15 and presented as means ± SEM.

**Figure 5—figure supplement 1.**
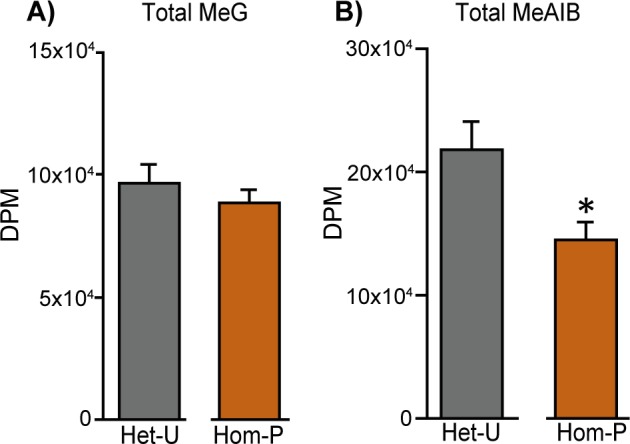
Total solute accumulation in Het-U versus Hom-P. MeG and MeAIB accumulation on day 19 of pregnancy in Het-U control values (n = 16) and Hom-P (n = 16). DPM = disintegrations per minute. *p<0.05 *versus* Het-U, unpaired t test.

### Several genes downstream of p110α in the trophoblast are implicated in changes in placental phenotype to support the growing fetus

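RNA from 4 Hom-P and 5 Het-U placentas on day 19 of pregnancy was sequenced as 50 bp single-ended reads, with 1 library per placenta. Het-U conceptuses are heterozygous for p110α deficiency in the fetus and placenta, and in Hom-P the remaining p110α was deleted from the trophoblast with Cyp19Cre, a line that the paper describes as mosaic. The authors aligned the reads to GRCm38 with TopHat 2.0.11 and obtained FPKM per gene and library with Cuffdiff 2.1.1, with bias correction and a weighting of reads that align in several places. The paper's reported depth is 14.3 to 33.4 M reads per library, of which 96.2% to 98.3% mapped. The deposited values are FPKM without counts, so the number of reads behind a value is not known and no counting interval can be given. A relative depth was read from genes with a mean FPKM under 0.05, as the most common ratio of their values between libraries, and set to 1 for the median library. It was 0.83 to 1.32 (median 0.929) in Hom-P and 0.878 to 1.83 (median 1.53) in Het-U. The median FPKM of genes with a mean above 1 was 9.23 to 9.48 in Hom-P and 9.30 to 9.74 in Het-U. Ribosomal RNA features made up 25.6% to 62.7% of the summed FPKM in Hom-P and 9.99% to 43.8% in Het-U, with the lowest shares, 9.99% and 10.2%, in Het-U replicates 1 and 2. All 9 placentas are labelled male. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 20.8 to 43.1 FPKM in 6 libraries, but to 0.225 to 0.347 FPKM in Hom-P replicate 4 and Het-U replicates 3 and 5. Xist, which is transcribed from the inactive X chromosome of female cells, was at 9.25 to 26.0 FPKM in these 3 libraries and at 0.480 to 3.64 FPKM in the other 6. These values argue against the label male for the 3 libraries, so sex may not be balanced between the groups. Replicate numbers were not taken as pairs. The correlation between Hom-P and Het-U libraries of the same number, over genes centred on their means, was -0.08 to 0.09. This cannot show whether libraries share a litter. The paper describes the Het-U controls as littermates, but the litter of each library is not known here, so litter was not modelled. The comparison of Hom-P with Het-U kept the 16791 of 38281 genes with a mean FPKM of at least 0.3, added 0.5 before the log2 step and used limma with a mean-variance trend. Benjamini-Hochberg adjustment was over all genes kept. Log2 fold changes are Hom-P minus Het-U. Of the genes kept, 617 are listed at 0 in every library of a group, and no fold change is given for these. Gene lists fixed before the deposited file was examined, but after the values of the study's table had been seen, were compared with all other genes by camera, with a preset correlation of 0.01 and again with an estimated correlation, adjusted over 33 lists. Lists that hold genes of that table are not independent evidence of their direction.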

To identify genes responsible for the phenotypic differences observed between Het-U and Hom-P placentas at day 19 of pregnancy we compared their transcriptome using RNA-seq. 

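Outside the genes listed at 0 in a whole group, the genes with the smallest p in Hom-P versus Het-U placentas included, on the higher side, Ddit4, an inhibitor of mTORC1 signaling, and Creb3l1, a membrane-bound transcription factor of secretory cells. Ddit4 was at 18.4 ± 1.02 FPKM (SD, n = 4) in Hom-P and 14.0 ± 0.288 (SD, n = 5) in Het-U, a log2 fold change of 0.38 (standard error 0.06, adjusted p = 0.214 from limma). Creb3l1 was at 14.7 ± 3.50 FPKM in Hom-P and 7.38 ± 0.856 in Het-U, a log2 fold change of 0.92 (standard error 0.16, adjusted p = 0.214). The gap junction gene Gjb4 (log2 fold change 0.69), the transcription factors Snai1 (0.64) and Sox11 (0.70), Taf13 (0.39), Clec1b (0.71), the sodium channel gene Scn9a (0.65) and Tmsb10 (0.58) were also among them. On the lower side, the log2 fold change was -0.76 for the lysophosphatidic acid receptor Lpar1, -0.66 for Glcci1, -0.62 for the Cdc42 effector Cdc42ep5, -1.15 for Pdlim3, -1.33 for Selenbp1, -0.44 for Ncoa4 and -0.42 for Tmem150a. Short RNAs were there too, with -4.35 for U6atac (adjusted p = 0.0989, and 0.00365, a pass, without Hom-P replicate 1), -1.80 for SNORA48 and -2.51 for a Metazoa_SRP gene. Every Hom-P value lay beyond every Het-U value for all of these genes except Metazoa_SRP, but none passed the threshold in the main comparison. The genes were picked for a small p on these libraries, so this separation is not further evidence. SNORA48 passed in a model with a replicate block (adjusted p = 0.0199). After rescaling without abundant RNA classes SNORA48 (adjusted p = 0.0277) and Lpar1 (0.0459) passed. The adjusted p-values of the main comparison are low in part because the genes listed at 0 in a group rank ahead of these genes. Without the genes at 0 the adjusted p was 0.702 for Ddit4, Creb3l1 and U6atac, and no gene had a smaller one. Over all settings it ranged from 0.167 to 0.834 for Ddit4, from 0.0864 to 0.834 for Creb3l1 and from 0.00365 to 0.834 for U6atac. Hom-P replicate 1, without which U6atac passed, had the highest relative depth of its group, 1.32. Short features were often at 0. Of genes at 0 in all Hom-P libraries 30.0% span under 200 bp, as do 27.4% of those at 0 in all Het-U libraries. Among the other genes kept it is 0.822%. Whether depth accounts for the lower short RNAs was not tested. At an adjusted p under 0.05, 11 genes passed, 8 higher and 3 lower in Hom-P, all of them by at least 1.5-fold. All 11 are listed at 0 in every library of a group. Those at 0 in Het-U include the spongiotrophoblast gene Tpbpb, listed at 15680 to 29794 FPKM in Hom-P, the cathepsin gene Ctsj at 7030 to 9474, the protease gene Pappa2 at 723 to 1332, Ceacam11 at 7999 to 18146, 7SK at 37648 to 48536 and the polyubiquitin gene Ubc at 106 to 118. The other 5 are 1600012P17Rik and Gm10382 at 0 in Het-U, and mt-Tt, U1 and AL772216.24 at 0 in Hom-P. Pappa2 and 1600012P17Rik are listed at the same position of chromosome 1, and Ubc and Gm10382 at the same position of chromosome 5. Of the 11 genes, 0 are in the study's table. The placental genes Tpbpa, Prl3b1, Psg16, Psg21 and Psg23 are listed at 0 in all 9 libraries. The zeros may thus be values that the authors' processing did not estimate. The 11 calls are therefore not taken as evidence of a difference between the genotypes. Over all genes kept, 1003 had an unadjusted limma p under 0.05, 501 higher and 502 lower. After rescaling without abundant RNA classes the count was 1777 of 18574 genes, 132 higher and 1645 lower, so the balance depends on the scaling. The total used for this rescaling still held Tpbpb, Ctsj, Ceacam11, Pappa2 and 1600012P17Rik, which are listed at 0 in Het-U. How far these genes moved the scale, and with it the passes of SNORA48 and Lpar1, was not measured. Without the genes listed at 0 in a group, limma called 0 of 16174 genes and 957 had an unadjusted p under 0.05. The count of 11 became 17 without Het-U replicate 5, 18 without Het-U replicates 1 and 2, and 27 without the 3 libraries with little Y-linked RNA. Genes listed at 0 in a group made up 16 of the 17, all of the 18 and 18 of the 27. Most of the other 9 among the 27 are at 0 throughout a group of the 6 libraries left.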

We identified 97 differentially expressed genes, with 61 up- and 36 down-regulated in Hom-P *versus* Het-U placenta (Figure 6—source data 1). As expected, the FPKM (fragments per kilobase of transcript per million mapped reads) for the floxed exons, 18–19 of *Pik3ca* (Graupera et al., 2008) was diminished for Hom-P *versus* Het-U (Figure 6—figure supplement 1). 

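Over the whole gene, Pik3ca (ENSMUSG00000027665, chromosome 3 of GRCm38 from 32397671 to 32468486) was at 18.9 ± 1.30 FPKM (SD, n = 4) in Hom-P and 19.4 ± 0.962 (SD, n = 5) in Het-U placentas. This is a log2 fold change of -0.04 (standard error 0.07, adjusted p = 0.955 from limma), and the groups overlapped (exact permutation test, two-sided, p = 0.556). The deposited table gives 1 value per gene, so the floxed exons were not measured apart from the rest. Pik3cb, which encodes the p110β catalytic subunit, was at 36.7 ± 1.03 FPKM in Hom-P and 28.4 ± 4.11 in Het-U, a log2 fold change of 0.37 (standard error 0.11, adjusted p = 0.683). All 4 Hom-P values of Pik3cb lay above all 5 Het-U values (exact permutation test, two-sided, p = 0.0159). Irs2, an insulin receptor substrate, had a log2 fold change of 0.28 (standard error 0.12) and the phosphatase gene Pten one of -0.21 (standard error 0.12). Of 34 genes of PI3K signaling, limma called 0, over all genes and adjusted over the list alone, and 2 had an unadjusted p under 0.05. Of these genes 21 were above 0 and 13 below, with a median log2 fold change of 0.05 (camera adjusted p = 0.0862, and 0.616 with an estimated correlation). The list passed camera's test at the preset correlation without a filter on low values (adjusted p = 0.0406), without Hom-P replicate 1 (0.0266), without Het-U replicate 5 (0.0357), with the replicate block (0.0435) and without the libraries with little Y-linked RNA (0.0436), but in none of these with an estimated correlation (adjusted p of at least 0.482). Its median turned to -0.11 after rescaling without abundant RNA classes, to -0.025 with the ribosomal RNA covariate and to -0.012 without Het-U replicates 1 and 2. Among 14 target genes of FOXO transcription factors, which PI3K signaling restrains, 0 passed over all genes, 2 had an unadjusted p under 0.05 and 1, Cited2, was higher when adjusted over the list alone. Their median log2 fold change was 0.04 (camera adjusted p = 0.0764, and 0.563 with an estimated correlation), and the list passed without a filter on low values (adjusted p = 0.0406), without Hom-P replicate 3 (0.0354), without Het-U replicate 3 (0.0443), without Het-U replicate 4 (0.0304), without Het-U replicate 5 (0.0479) and with the Xist covariate (0.0468), but in none of these with an estimated correlation (adjusted p of at least 0.412). Their median turned to -0.11 after rescaling without abundant RNA classes and to -0.021 without Het-U replicates 1 and 2. Cited2 is among the genes that the study calls on these libraries, so its call within the list is not independent evidence. The difference in Pik3ca turned to 0.04 with the ribosomal RNA covariate, to 0.01 without Het-U replicates 1 and 2 and to 0.0021 without Hom-P replicate 2.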

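Genes of the complement system were lower together in Hom-P than in Het-U placentas, with 16 of the 17 genes kept below 0 and a median log2 fold change of -0.32 (camera adjusted p = 0.00139). With an estimated correlation the adjusted p was 0.228. The mean log2 value of the 17 genes had an exact permutation p of 0.0159 (two-sided), or 0.175 adjusted over the lists. The list was set after the study's table from these libraries had been seen, and Cfh is in that table. Its direction is thus not independent evidence. Serping1, which encodes the C1 inhibitor, was at 36.0 ± 19.9 FPKM (SD, n = 4) in Hom-P and 70.0 ± 24.7 (SD, n = 5) in Het-U, a log2 fold change of -1.07 (standard error 0.42, adjusted p = 0.814 from limma), and of -0.71 without Hom-P replicate 4. Cfh, which encodes complement factor H, was at 0.684 ± 0.150 FPKM in Hom-P and 1.37 ± 0.525 in Het-U (log2 fold change -0.62, standard error 0.23). The log2 fold change was -0.33 for C1ra and -0.41 for C2. No complement gene passed over all genes or adjusted over the list alone, and 4 had an unadjusted limma p under 0.05, all lower. The camera call of this list ended (adjusted p = 0.0828, median -0.45) after rescaling without abundant RNA classes, a setting that moved the median log2 fold change of all genes to -0.16. Granulocyte genes had a median log2 fold change of -0.55, with 7 of 8 below 0 (camera adjusted p = 0.0193, and 0.563 with an estimated correlation). Ear1, an eosinophil ribonuclease, was at 4.99 ± 2.72 FPKM in Hom-P and 12.2 ± 5.12 in Het-U (log2 fold change -1.28, standard error 0.48, and -0.84 without Hom-P replicate 4), and the neutrophil gene S100a9 had a log2 fold change of -0.64. None of the 8 passed limma's test over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. The camera call ended without Hom-P replicate 3 (adjusted p = 0.116, median -0.37), Hom-P replicate 4 (0.116, -0.31), Het-U replicate 1 (0.0596, -0.45) or Het-U replicate 4 (0.0531, -0.54), with the ribosomal RNA covariate (0.0508, -0.59) and without a filter on low values (0.212, -0.15). Of 28 genes of antigen presentation and interferon response, limma called 0, also when adjusted over the list alone, and 4 had an unadjusted p under 0.05, with a median log2 fold change of -0.06 (camera adjusted p = 0.223, and 0.832 with an estimated correlation). This list passed camera's test without Hom-P replicate 1 (adjusted p = 0.0128), without Hom-P replicate 2 (0.0468), without Het-U replicate 5 (0.0446) and with the replicate block (0.0435), but in none of these with an estimated correlation (adjusted p of at least 0.537). Its median turned to 0.0011 without Het-U replicate 1 and to 0.054 without Het-U replicates 1 and 2. Among them, B2m, the light chain of MHC class I, was at 449.9 ± 82.3 FPKM in Hom-P and 679.9 ± 130.3 in Het-U (log2 fold change -0.59, standard error 0.19, adjusted p = 0.726), and H2-Q6 had a log2 fold change of -1.04. Genes of steroid and retinoid metabolism moved both ways, with 13 of 23 above 0 and a median log2 fold change of 0.02 (camera adjusted p = 0.850). Aldh1a3, which makes retinoic acid, was at 34.1 ± 10.5 FPKM in Hom-P and 17.3 ± 5.96 in Het-U, a log2 fold change of 0.98 (standard error 0.29, adjusted p = 0.711). The estrogen sulfotransferase gene Sult1e1 had a log2 fold change of 0.66 (standard error 0.33) and Akr1c18, which inactivates progesterone, one of 0.85 (standard error 0.68), which was 1.44 without Hom-P replicate 1, 0.48 without Hom-P replicate 3, 0.49 without Het-U replicate 3, 1.78 with the ribosomal RNA covariate and 0.03 without the libraries with little Y-linked RNA. Cyp11a1, the first enzyme of steroid synthesis, had one of -0.51 and Hsd11b1 one of -0.42. Over all genes, and adjusted over the list alone, 0 of the 23 passed, and 3 had an unadjusted limma p under 0.05. The glutathione transferase gene Mgst1, which the study names and which is not in this list, had a log2 fold change of -0.69.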

Using DAVID functional annotation followed by REViGO filtering we found that genes that were down-regulated in Hom-P compared with Het-U placentas have been implicated in cytolysis and cell death, proteolysis, regulation of immune effector processes, whilst those that were up-regulated have proposed roles in cellular hormone metabolic processes (Figure 6—figure supplement 2). 

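Granzyme genes were lower together in Hom-P than in Het-U placentas, with all 8 granzyme and perforin genes kept, of 11 listed, below 0 and a median log2 fold change of -1.50 (camera adjusted p = 4.5e-06). With an estimated correlation the adjusted p was 0.310. Gzmd, a serine protease gene of cytotoxic granules, was at 12.3 ± 12.7 FPKM (SD, n = 4) in Hom-P and 41.9 ± 34.9 (SD, n = 5) in Het-U, a log2 fold change of -1.88 (standard error 0.67, adjusted p = 0.814 from limma). Gzmg was at 11.6 ± 11.3 FPKM in Hom-P and 40.7 ± 33.7 in Het-U (log2 fold change -1.86, standard error 0.65), and Gzmf at 14.9 ± 14.1 and 50.3 ± 39.1 (log2 fold change -1.81, standard error 0.62). Gzmc had a log2 fold change of -1.74 (standard error 0.63), Gzme one of -1.25 (standard error 0.52) and Gzmb, the least abundant of the 6, one of -0.85 (standard error 0.44), which was -0.54 without Het-U replicate 3 and -0.30 without the libraries with little Y-linked RNA. These genes lie on chromosome 14 of GRCm38 between 56117619 (Gzme) and 56262260 (Gzmb), and how far related genes share reads was not measured. None of the 8 passed over all genes, 5 had an unadjusted limma p under 0.05, all lower, and 4 were lower when adjusted over the list alone. The study chose its granzyme genes on these libraries, so the list is not independent evidence of their direction. The values spread widely within each group. Hom-P replicate 2, with Gzmd at 31.0 FPKM, lay above Het-U replicates 1, 2 and 5 (20.3, 18.8 and 24.5 FPKM), and Het-U replicate 3 was highest at 101.5 FPKM. The mean log2 value over the 8 genes had an exact permutation p of 0.0556 (two-sided, n = 4 against 5). Het-U replicate 3 is among the 3 libraries with little Y-linked RNA, and without these the median log2 fold change was -0.95.

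**Figure D1:**
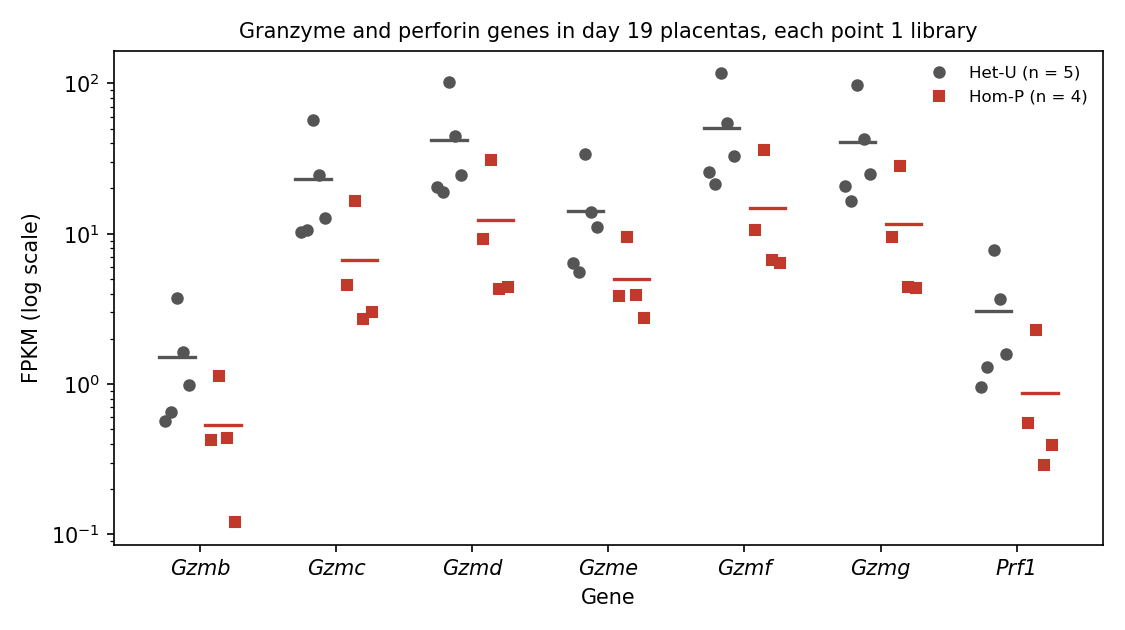
FPKM (log scale) of 6 granzyme genes and perforin-1 (Prf1) in 5 Het-U (circles) and 4 Hom-P (squares) placentas, with the mean of each group as a line. Gzmd reached 101.5 FPKM in Het-U replicate 3 and 31.0 FPKM in Hom-P replicate 2, and the groups overlap for every gene shown.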

We confirmed using qRT-PCR the differential expression of several granzyme encoding genes, which are implicated in apoptosis (*Gzmc*, *Gzmf*, *Gzme*, *Gzmd*, *Gzmb* and *Gzmg*) (Figure 6—source data 1). Granzymes, as well as perforin-1 (which was also differentially expressed in the Hom-P *versus* Het-U placenta; Figure 6—source data 1) are enriched in uterine natural killer cells. However, we found no significant difference in uterine natural killer cell abundance between Hom-P and Het-U placentas (Figure 6—figure supplement 3). Moreover, paradoxically, we found increased levels of apoptosis in the junctional zone of the Hom-P relative to the Het-U placenta (Figure 6B and C). 

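Prf1, which encodes the pore-forming perforin-1, was at 0.878 ± 0.939 FPKM (SD, n = 4) in Hom-P and 3.06 ± 2.85 (SD, n = 5) in Het-U placentas, a log2 fold change of -1.25 (standard error 0.57, adjusted p = 0.823 from limma). Of 22 other natural killer cell genes only 3 were kept, with a median log2 fold change of -0.32 (camera adjusted p = 0.816), and limma called 0 of these at any adjustment and 0 at an unadjusted p under 0.05. The list passed camera's test without a filter on low values (adjusted p = 0.0208), where all 22 were kept, most of them near 0, with a median of -0.088 (0.290 with an estimated correlation). Il18rap had a log2 fold change of -0.32 and Cd244 one of -0.41 (-0.11 without Hom-P replicate 4), whereas Il2rb was at 32.2 ± 7.93 FPKM in Hom-P and 24.0 ± 5.14 in Het-U (log2 fold change 0.41, standard error 0.22). Genes of the decidual stroma, the maternal tissue in which these cells lie, had a median log2 fold change of -0.11 over 20 genes (camera adjusted p = 0.499), and passed with the yolk sac covariate (adjusted p = 0.0366) but not with it and an estimated correlation (0.612). Among them, Rxfp1 had a log2 fold change of -0.62 (standard error 0.20), Hoxa10 one of -0.51 and Hoxa11 one of -0.53 (-0.21 and -0.22 without Hom-P replicate 4), and 0 passed limma's test, with 1 at an unadjusted p under 0.05. Fibroblast and matrix genes were lower together in Hom-P, with 21 of 25 below 0 and a median log2 fold change of -0.33 (camera adjusted p = 2.4e-04, and 0.310 with an estimated correlation). Mgp, an inhibitor of calcification, was at 19.3 ± 12.9 FPKM in Hom-P and 48.4 ± 7.18 in Het-U, a log2 fold change of -1.52 (standard error 0.39, adjusted p = 0.638). The proteoglycan gene Lum was at 139 ± 90.4 FPKM in Hom-P and 252 ± 49.7 in Het-U (log2 fold change -1.17, standard error 0.51, and -0.60 without Hom-P replicate 4). The study calls Lum on these same libraries, so for this gene the direction is not independent evidence. Ogn had a log2 fold change of -0.83 and Postn one of -0.74, whereas Fbln1 had one of 0.46. No gene of this list passed limma's test over all genes or adjusted over the list alone, and 5 had an unadjusted p under 0.05, 4 lower and 1 higher. Smooth muscle genes had a median log2 fold change of -0.25, with 11 of 13 below 0 (camera adjusted p = 0.0215, and 0.616 with an estimated correlation), among them Tagln (-0.57) and Cnn1 (-0.65). Limma called 0 of the 13 and 1 had an unadjusted p under 0.05. The camera call ended without Hom-P replicate 2 (adjusted p = 0.176, median -0.16), Hom-P replicate 4 (0.135, -0.27) or Het-U replicate 5 (0.114, -0.22), with the replicate block (0.0653, -0.22), the Xist covariate (0.0588, -0.35) or rescaling without abundant RNA classes (0.127, -0.42), and without the libraries with little Y-linked RNA (0.438, -0.20). Macrophage genes did not pass, with a median log2 fold change of -0.14 over 20 genes (camera adjusted p = 0.223), Trem2 at -0.70 (-0.96 to -0.33 over the settings), and 0 at an unadjusted limma p under 0.05, but they passed without Hom-P replicate 1 (adjusted p = 0.0219), without Het-U replicate 5 (0.0250) and with the replicate block (0.0226), in none of these with an estimated correlation (adjusted p of at least 0.537).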

Inspecting the list of genes from the RNA-seq dataset revealed that expression of the main glucose and System A amino acid transporters (*Slc2a, Slc38a*) and their proposed regulators (*Mtor, Tbc1d4*) (Mîinea et al., 2005; Rosario et al., 2013) was not different between Hom-P and Het-U placentas. However, genes involved in water and oxygen transport (eg. *Aqp1*, *Aqp5, Hba-a2*) were altered (Figure 6—source data 1), suggesting that other transport capabilities of the placenta may be altered and contribute to the greater fetal growth restriction observed in the Hom-P *versus* Het-U. Other differentially expressed genes that were not featured in the pathway analysis have been implicated in regulating placental physiology (eg, *Cdx2*, *Cited2*, *Prl5a1*, *Prl7c1*, *Psg19* and *Psg22*) and pregnancy outcome (eg, *Fgl2*, *Acta2*, *Ngf* and *Nov/Ccn3*) (Figure 6—source data 1).

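The glucose transporter gene Slc2a1 was at 515 ± 94.3 FPKM (SD, n = 4) in Hom-P and 544 ± 59.6 (SD, n = 5) in Het-U placentas, a log2 fold change of -0.09 (standard error 0.14, adjusted p = 0.938 from limma). Slc2a3 was at 40.4 ± 7.85 FPKM in Hom-P and 42.5 ± 12.1 in Het-U (log2 fold change -0.05, standard error 0.21). Of the System A transporter genes, Slc38a4 was at 554 ± 97.9 FPKM in Hom-P and 507 ± 51.7 in Het-U (log2 fold change 0.12, standard error 0.14), Slc38a1 had a log2 fold change of 0.28 (standard error 0.21) and Slc38a2 one of 0.17 (standard error 0.17). All of these differences were smaller than the spread between replicates. Limma called 0 of the 10 Slc2a genes kept, also when adjusted over the list alone, with 0 at an unadjusted p under 0.05 and a median log2 fold change of -0.07 (camera adjusted p = 0.486). Of the 9 Slc38a genes kept, 0 passed at either adjustment and 0 had an unadjusted p under 0.05, with a median log2 fold change of 0.12 (camera adjusted p = 0.641). This median was -0.04 after rescaling without abundant RNA classes. Among 9 regulators of nutrient transport, Mtor had a log2 fold change of -0.09 (standard error 0.20), Tbc1d4, a Rab GTPase-activating protein, one of -0.06 (standard error 0.19), the kinase gene Sgk1 one of -0.28 (standard error 0.14) and Rptor one of 0.23 (standard error 0.14). Their median was 0.01 (camera adjusted p = 0.867), and 0 passed limma's test or had an unadjusted p under 0.05.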

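Of the transport genes, the water channel gene Aqp1 was at 68.1 ± 38.3 FPKM (SD, n = 4) in Hom-P and 109 ± 39.3 (SD, n = 5) in Het-U placentas, a log2 fold change of -0.78 (standard error 0.44, adjusted p = 0.856 from limma), and of -0.37 without Hom-P replicate 4. Aqp5 was at 0.854 ± 0.611 FPKM in Hom-P and 0.162 ± 0.110 in Het-U (log2 fold change 0.91, standard error 0.34). The 7 aquaporin genes kept moved both ways, with a median log2 fold change of 0.16 (camera adjusted p = 0.518), and limma called 0 of them, with 1 at an unadjusted p under 0.05. The alpha-globin gene Hba-a2 was at 272 ± 136 FPKM in Hom-P and 489.8 ± 356 in Het-U (log2 fold change -0.74, standard error 0.51, and -0.39 without Het-U replicate 5). Of 17 red cell genes 16 were below 0, with a median log2 fold change of -0.17 (camera adjusted p = 0.0215, and 0.737 with an estimated correlation), among them Hbb-b1 (-0.80) and Alas2 (-0.69). Their mean log2 value had an exact permutation p of 0.262 (two-sided). None of the 17 passed limma's test and 0 had an unadjusted p under 0.05. The camera call of the red cell list ended without Hom-P replicate 1 (adjusted p = 0.279, median -0.12), Hom-P replicate 2 (0.176, -0.16) or Het-U replicate 5 (0.206, -0.084), after rescaling without abundant RNA classes (0.246, -0.35), with the replicate block (0.0741, -0.084) and with the covariates for Xist (0.107, -0.14), Y-linked genes (0.0660, -0.15) or the yolk sac (0.0622, -0.25). Among genes of placental physiology, Cdx2 was at 7.17 ± 0.949 FPKM in Hom-P and 4.32 ± 0.834 in Het-U, a log2 fold change of 0.68 (standard error 0.15, adjusted p = 0.588). Cited2, a transcriptional coactivator, was at 123 ± 22.6 FPKM in Hom-P and 78.1 ± 14.5 in Het-U (log2 fold change 0.66, standard error 0.16). The prolactin-related gene Prl5a1 was at 83.0 ± 22.9 FPKM in Hom-P and 51.3 ± 5.63 in Het-U (log2 fold change 0.66, standard error 0.17). For Cdx2, Cited2 and Prl5a1 every Hom-P value lay above every Het-U value, whereas the groups overlapped for Prl7c1 (log2 fold change 0.76), Psg19 (0.58) and Psg22 (0.54). Of the genes of pregnancy outcome, Nov was at 2.07 ± 1.25 FPKM in Hom-P and 6.80 ± 3.03 in Het-U (log2 fold change -1.55, standard error 0.39, adjusted p = 0.638), and the neurotrophin gene Ngf at 2.95 ± 1.07 and 0.908 ± 0.773 (log2 fold change 1.42, standard error 0.40, adjusted p = 0.674). Neither overlapped between the groups. Fgl2, a fibrinogen-like prothrombinase, had a log2 fold change of -1.37 (standard error 0.49) and Acta2, smooth muscle actin, one of -0.60 (standard error 0.28, and -0.34 without Hom-P replicate 2), both with overlapping groups. None of these 10 genes passed the adjusted test over all genes. The study chose them on these same libraries, so groups without overlap are not independent evidence of a difference. Of all genes with values above 0 in both groups, 2.26% had no overlap, where chance gives 1.59%.

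**Figure D2:**
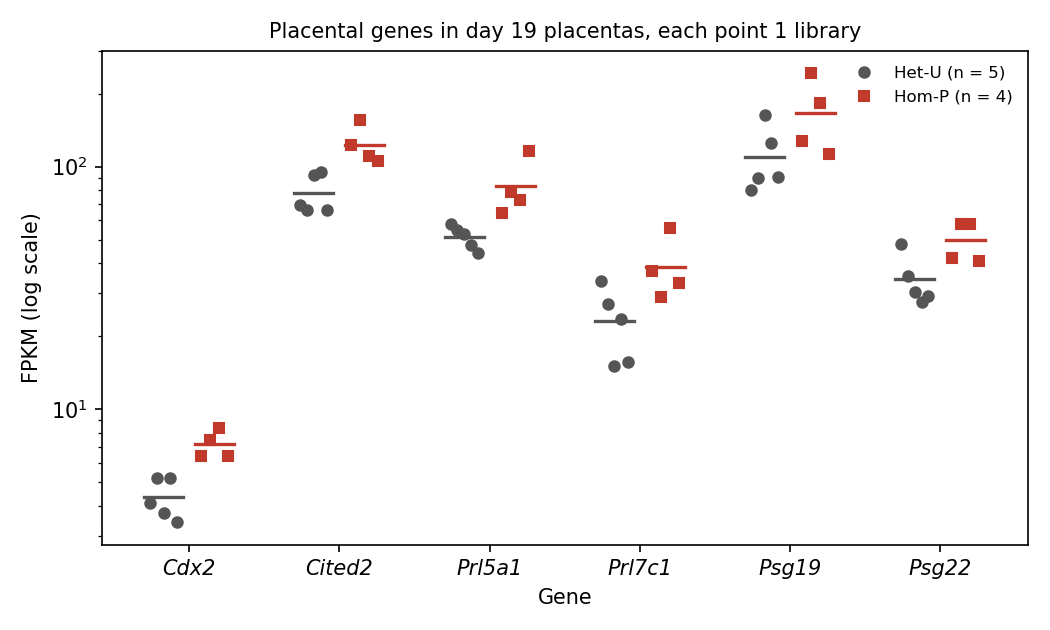
FPKM (log scale) of 6 placental genes in 5 Het-U (circles) and 4 Hom-P (squares) placentas, with the mean of each group as a line. Cdx2, Cited2 and Prl5a1 have no overlap between the groups, and Prl7c1, Psg19 and Psg22 overlap. The study chose these genes on the same libraries.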

**Figure 6.**
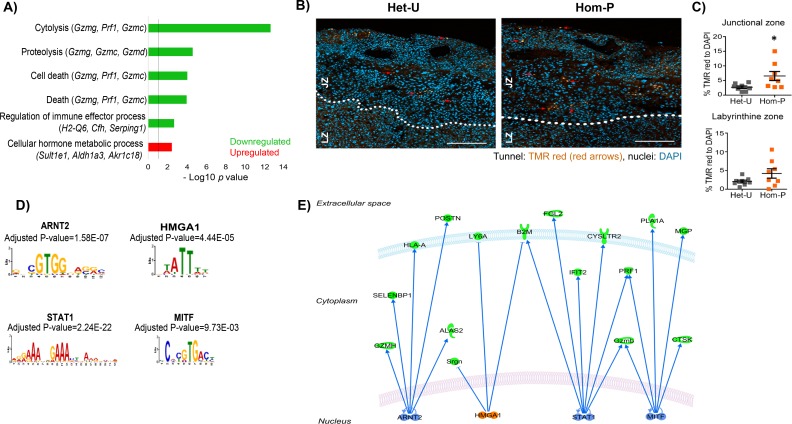
Genes downstream of p110α in the trophoblast implicated in changes in placental phenotype on day 19 of pregnancy. (**A**) Top-scoring biological processes enriched in Hom-P (n = 4) *versus* Het-U (n = 5) placentas on day 19 determined by RNA-seq (see also Figure 6—source data 1). GO terms enriched in up-regulated genes shown in red and those down-regulated in green. Three genes with the highest fold expression changes are indicated in parentheses. The line corresponds to p=0.05. (**B**) Representative photomicrographs of increasing magnification of cells in the placenta undergoing apoptosis in situ in Het-U and Hom-P mutants on day 19 of pregnancy. Arrows indicate cells undergoing cell death (Tunnel: TMR red, nuclei: DAPI). (**C**) Quantification of cells in the placenta undergoing apoptosis in situ for Het-U (n = 8) *versus* Hom-P (n = 8) on day 19 of pregnancy. Scale bar = 200 μm, Tunnel: TMR red, nuclei: DAPI, Jz = Junctional zone, Lz = labyrinth zone. *p<0.05, unpaired t test. Data presented as individual values with means ± SEM shown. (**D**) Transcription factors with binding sites enriched at the promoters of differentially expressed genes, as identified by Analysis of Motif Enrichment (AME). (**E**) Regulatory network built with the four TFs identified by AME analysis using ingenuity pathway analysis. In green are shown proteins that are down-regulated at mRNA level in Hom-P versus Het-P placentas, in blue are depicted TFs predicted as repressors and in orange TFs predicted as activators. 10.7554/eLife.45282.021Figure 6—source data 1.List of differentially expressed genes obtained by RNA-seq comparing 5 Het-U and 4 Hom-P placentas on day 19 of pregnancy.

**Figure 6—figure supplement 1.**
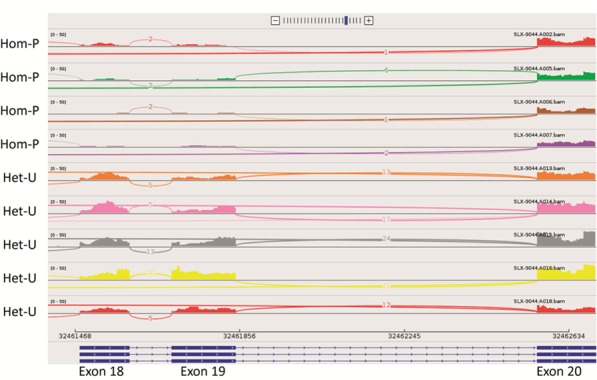
Sashimi plot showing RNA-seq reads for exons 18-20 of *Pik3ca* for the 4 Hom-P and 5 Het-U placentas analysed on day 19 of pregnancy.

**Figure 6—figure supplement 2.**
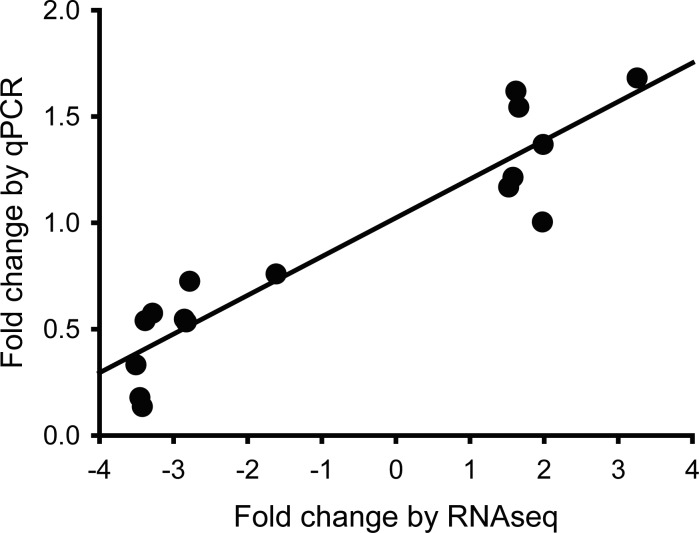
Validation of RNA-seq data. Validation performed by qRT-PCR for 16 genes by plotting the average FKPM values against the average fold change values of both technical and independent biological Het-U (n=5 and n=4, respectively) and Hom-P (n=4 and n=3, respectively) placental replicates on day 19 of pregnancy.

**Figure 6—figure supplement 3.**
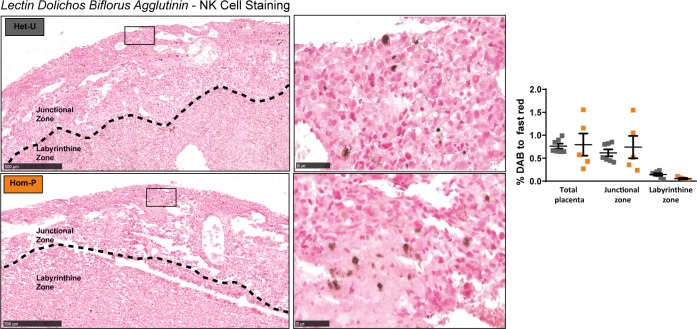
Abundance of uterine natural killer cells in Hom-P *versus* Het-U placentas. Representative sections stained with Dolichos biflorus agglutinin (DBA) to identify uterine natural killer cells on day 19 of pregnancy. Data presented as individual values with means ± SEM shown. n = 7 for Het-U and n = 5 for Hom-P.

We next identified significant enrichment of binding sites for four transcription factors (STAT1, ARNT2, HMGA1 and MITF) at the promoters of genes differentially expressed between Hom-P and Het-U placenta (Figure 6D and E). The mRNA expression of the transcription factors were not altered in the Hom-P versus Het-U placenta (Figure 6—source data 1), although previous work has shown that their activity is modified by PI3K signaling (Mounayar et al., 2015; Sheu et al., 2017; Terragni et al., 2011; Zhang et al., 2018) and/or implicated in the development of pregnancy complications related to placental dysfunction (Than et al., 2018). Therefore, p110α operates via several genes in the trophoblast to alter placental phenotype to support fetal growth.

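Stat1, a transcription factor of the interferon response, was at 15.3 ± 2.57 FPKM (SD, n = 4) in Hom-P and 15.0 ± 2.52 (SD, n = 5) in Het-U placentas, a log2 fold change of 0.02 (standard error 0.15, adjusted p = 0.982 from limma). Arnt2, a partner of basic helix-loop-helix factors, was at 3.18 ± 0.544 FPKM in Hom-P and 3.84 ± 0.955 in Het-U (log2 fold change -0.22, standard error 0.19, adjusted p = 0.879). The chromatin protein gene Hmga1 was at 6.09 ± 1.57 and 5.28 ± 1.05 FPKM (log2 fold change 0.18, standard error 0.20, adjusted p = 0.887), and Mitf at 102 ± 63.6 and 68.7 ± 29.4 FPKM (log2 fold change 0.42, standard error 0.43, adjusted p = 0.879). Each difference was within the spread between replicates. Limma called 0 of the 4 genes, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05 (median log2 fold change 0.10, camera adjusted p = 0.771). The sign for Stat1 turned after rescaling without abundant RNA classes, to -0.13. The log2 fold change of Mitf was 0.06 without Hom-P replicate 4, 0.75 without Hom-P replicate 1 and 0.65 without Het-U replicate 3.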

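Across the transcriptome of the placenta, 365 of the 16174 genes with values above 0 in both groups had Hom-P values that did not overlap the Het-U values, 218 higher and 147 lower. This is 2.26%, where chance gives 1.59%, or 256.7 genes, a share that takes no account of genes that vary together, so the difference from it is not evidence of an effect. Cdx2, Cited2, Ngf and Pik3cb are among those higher, and Nov, Ogn and Lpar1 among those lower. The study's table holds 97 genes, of which 96 were kept. All 96 had the table's direction, 57 had an unadjusted limma p under 0.05, 24 had groups without overlap and 0 passed the adjusted test. The 36 kept that the table gives as higher had a median log2 fold change of 0.76, and the 60 it gives as lower one of -0.78. The table's values per library are those of the deposited file, to within 0.1% for all 873 values, so neither count is independent evidence. The paper concludes that p110α acts through several genes in the trophoblast to alter the placental phenotype. Its evidence also includes qRT-PCR of a subset of genes, in the same and in independent placentas. In trophoblast stem cells lacking p110α it reports lower B2m, and no significant change in the other candidate genes tested there. Of CITED2, ACTA2 and LUM, it reports that only CITED2 protein changed in the direction of its RNA.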

### PI3K p110α loss differentially affects the expression of genes in the trophoblast and fetal cell lineages

We wanted to know whether the genes differentially expressed (DEGs) between Hom-P and Het-U placentas, were expressed in the trophoblast or embryonic lineage of the conceptus. Using histology, we assessed the expression of a few differentially expressed genes/proteins in the Hom-P and Het-U placenta (*Acta2*/ACTA2, *Cited2*/CITED2, *Lum*/LUM). We found that these were localized to both trophoblast (in junctional and labyrinthine zones) and epiblast-derived compartments (including fetal vessels in the labyrinthine zone) in the placenta (Figure 7—figure supplement 1). However, only the abundance of CITED2 protein followed a similar direction to the gene, in Hom-P compared with Het-U placentas.

We also compared our RNA-seq dataset with existing trophoblast and embryonic stem cell (TS and ES cell) transcriptomes using SeqMonk (Chrysanthou et al., 2018; Latos et al., 2015). We found that 46 of DEGs were expressed in both cell types, and of these, 26 were highly enriched in the TS compared to the ES cells (Figure 7—figure supplement 2).

Functional analysis revealed that the DEGs enriched in TS cells have been implicated in the control of extracellular exosome, whereas those enriched in ES cells are involved in regulating gene expression and extracellular space (Figure 7—source data 1). These data suggested that p110α may modulate different types of genes in the trophoblast and fetal cell lineages of the conceptus and that some, but not all of the gene changes identified in our Hom-P *versus* Het-U analysis may be a direct consequence of p110α loss in the trophoblast.

To explore these notions further, we deleted exons 18–19 of the *Pik3ca* gene using CRISPR/Cas9, to diminish p110α protein expression in TS cells (Figure 7A–C). We then quantified the expression of a subset of DEGs identified in vivo in the mutant p110α and wild-type TS cells (Figure 7D). These experiments were additionally performed in ES cells to assess if loss of p110α would have a similar effect on gene expression, as observed in mutant TS cells. Loss of p110α significantly reduced the expression of *B2m* in mutant TS cells (Figure 7D), similar to findings in vivo from the Hom-P *versus* Het-U placenta (Figure 6—source data 1). We also observed a trend for reduced expression of *Mzp12* upon TS p110α loss, although this did not reach statistical significance with the small number of biological replicates used (p=0.079; Figure 7D). However, none of the other DEGs analyzed were affected by TS p110α deficiency. These data suggest that the mis-regulated pattern of genes identified in the Hom-P *versus* Het-U placenta represent a combination of both direct and secondary effects of trophoblast p110α loss.

**Figure 7.**
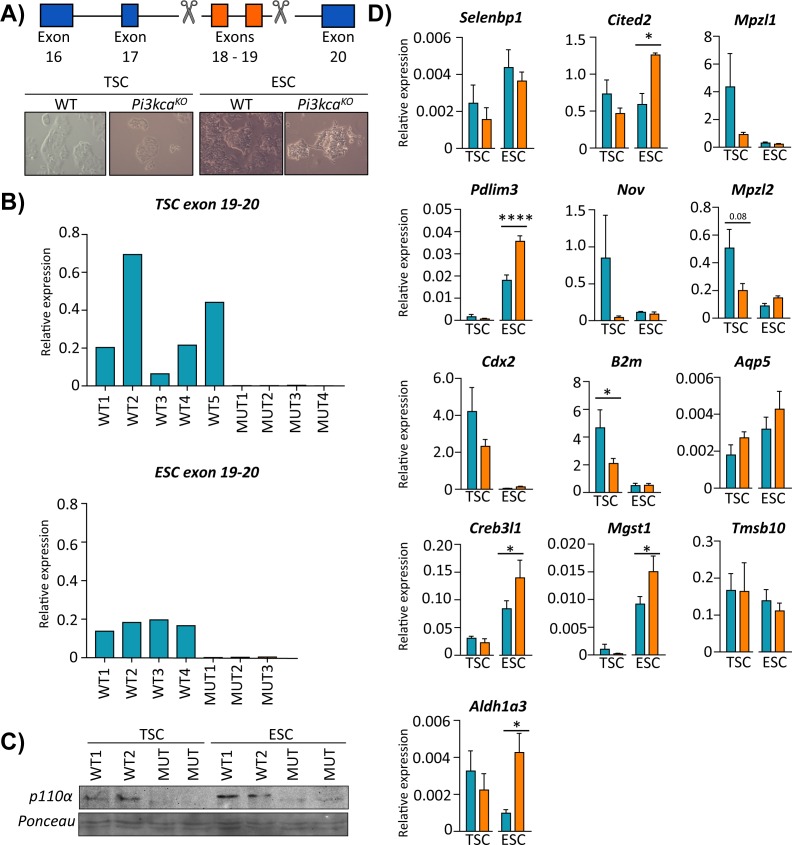
PI3K p110α differentially affects the expression of genes in the trophoblast and fetal cell lineages. (**A**) Details of CRISPR/Cas9 design to delete exons 18–19 of *Pik3ca* in trophoblast or embryonic stem cells (TSC and ESC, respectively). The deletion in TSC (trophoblast stem cells) and ESC (embryonic stem cells) was confirmed by (**B**) qRT-PCR analysis of exons 18–19 of *Pik3ca* and (**C**) by Western blotting for p110*α*. (**D**) The expression of candidate genes in *Pi3kca* wildtype (WT) and mutant (Mut) TSC (n = 5 and n = 4, respectively) and ESC (n = 4 and n = 3, respectively). Data in (**D**) are normalized against housekeeping *Sdha*. *p<0.05, ****p<0.0001, two-ways ANOVA analysis followed by Fisher post hoc test. Data presented as means ± SEM. 10.7554/eLife.45282.025Figure 7—source data 1.Functional predictions for the candidate genes enriched in trophoblast and embryonic stem cells cells (TSC and ESC, respectively). 10.7554/eLife.45282.026Figure 7—source data 2.Primer sequence for RT-qPCR, PCR screening and CRISPR gRNAs target.

**Figure 7—figure supplement 1.**
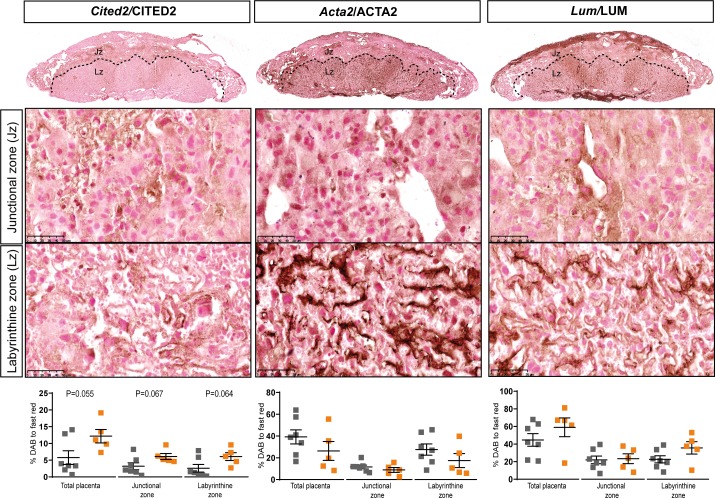
Localisation and abundance of CITED2, ACTA2 and LUM identified to be dysregulated at the gene level, in Hom-P *versus* Het-U placentas on day 19 of pregnancy. Data presented as individual values with means ± SEM shown. Data are from n = 7 for Het-U and n = 5 for Hom-P and were analysed by unpaired t test.

**Figure 7—figure supplement 2.**
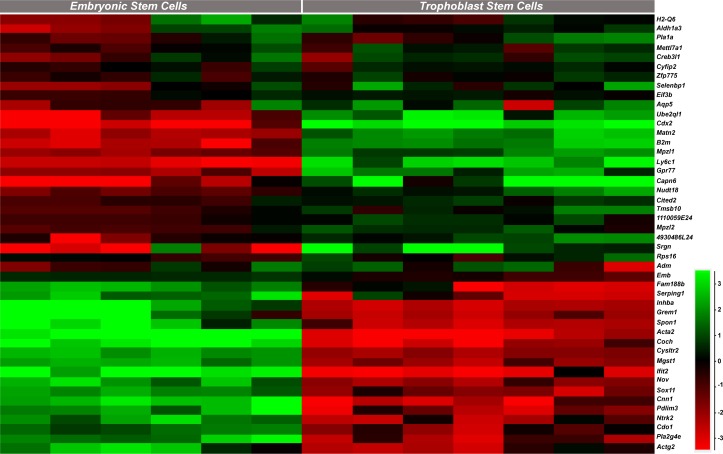
Expression profiles of the genes identified as dysregulated in Hom-P versus Het-U placentas in trophoblast stem cells (TS cells) and embryonic stem cells (ES cells), as determined by analysis of existing RNA-seq datasets (Chrysanthou et al., 2018; Latos et al., 2015).

Loss of p110α also had a more prominent impact on the expression of DEGs in ES cells. For instance, p110α deficiency significantly increased the expression of *Cited2, Pdlim3, Creb3l1, Mgst1, Aldh1a3* in the ES cells (Figure 7D). For wildtype clones, the expression of the *Pik3ca* was overall, more uniform in ES than TS cells (Figure 7B). Moreover, loss of p110α tended to increase the expression of genes analyzed in ES cells, but decreased them in TS cells. Taken together, these data demonstrate that pathways downstream of p110α differentially affect the expression of genes in the trophoblast and fetal cell lineages of the conceptus.

## Discussion

Here, using in vivo conditional genetic manipulations of p110α we have identified how the trophoblast and fetal cell lineages interact to control placental resource supply and thereby, affect healthy growth of the fetus. The major cause of intrauterine growth restriction is placental insufficiency in the developed world (Baschat and Hecher, 2004). Our results are therefore, important for understanding the etiology of placental insufficiency and intrauterine growth restriction.

The data presented here indicate that p110α in the fetal, but not the trophoblast compartment of the conceptus determines placental size in late mouse pregnancy. The mechanism by which loss of fetal p110α reduces formation of the placenta is unknown. Elongation of the fetal capillary network is required for growth of the placenta, particularly its labyrinthine zone (Adamson et al., 2002; Coan et al., 2004). Reduced fetal capillary formation in the labyrinthine zone of the Het-F could therefore underlie the reduced placental weight and labyrinthine zone observed and data are consistent with previous work showing defective angiogenesis and vascular development in the fetus and placenta in response to p110α loss (Graupera et al., 2008; Sferruzzi-Perri et al., 2016). The reduction in fetal and placental weight was similar for Het-F conceptuses (both reduced by ~11%), suggesting that perhaps the placenta grew to match the genetically-determined growth requirements of the fetus (Sandovici et al., 2012). However, it is also plausible that placental growth decreased to match the experimentally induced slower growth of the Het-F fetuses. Herein, the direct effects of fetal p110α cannot be isolated from the indirect effects on the fetal growth restriction in Het-F on day 19 of pregnancy. Thus, future work should assess the ontogeny of changes in placental phenotype with respect to the growth of the fetus in the Het-F during gestation.

The lack of an effect of trophoblast p110α deficiency in Het-P and Hom-P on placental weight was surprising as both loss of IGF2 and protein kinase B (AKT), which are main up- and down-stream mediators of PI3K signaling respectively cause placental growth restriction (Constância et al., 2002; Kent et al., 2012; Plaks et al., 2011; Yang et al., 2003). Moreover, studies using non-isoform specific inhibitors have shown that Class 1A PI3Ks mediate the proliferative and survival effects of ligands on trophoblast in vitro (Diaz et al., 2007; Forbes et al., 2008). Deleting p110α using the conditional *Pik3ca* line in the current study does not alter the stoichiometry of PI3K complexes (Graupera et al., 2008), and thus it is unlikely that other PI3K isoforms compensate for the loss of p110α in the trophoblast. In the current study however, the expression of cell death genes were down-regulated and the level of apoptosis in the Hom-P compared with Het-U placenta paradoxically upregulated on day 19 of pregnancy (~1 day prior to term). 

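Genes of the apoptosis machinery were not lower in Hom-P placentas as a group: 19 of the 29 kept were above 0 and 10 below, with a median log2 fold change of 0.06 (camera adjusted p = 0.0861, and 0.517 with an estimated correlation). The pro-survival gene Mcl1 was at 74.4 ± 5.28 FPKM (SD, n = 4) in Hom-P and 65.2 ± 4.57 (SD, n = 5) in Het-U, a log2 fold change of 0.19 (standard error 0.08, adjusted p = 0.823 from limma). Trp53, which encodes p53, was at 4.13 ± 0.284 FPKM in Hom-P and 3.01 ± 0.814 in Het-U (log2 fold change 0.43, standard error 0.19), and the pro-apoptotic gene Bax at 28.5 ± 4.38 and 25.0 ± 1.94 FPKM (log2 fold change 0.17, standard error 0.11). Limma called 0 of the 29, over all genes and adjusted over the list alone, and 2 had an unadjusted p under 0.05, both higher. The median was -0.09 after rescaling without abundant RNA classes. The list passed camera's test without a filter on low values (adjusted p = 0.0361), without Het-U replicate 5 (0.0253) and with the replicate block (0.0193), but in none of these with an estimated correlation (adjusted p of at least 0.290). Granzymes and perforin-1 are not in this list.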

Differences between gene expression and tissue levels of apoptosis in our study may be relate to the low volume density (~20%) of the junctional zone in the whole placenta which was used in the RNA analysis. Assessing the ontogeny of changes in cell death genes and the activation of apoptosis in the Hom-P placenta is required. Moreover, whether placental weight (as well as morphology) may be decreased in Hom-P *versus* Het-U in the last 24 hours prior to delivery remains to be determined.

Our stereological analyses of the Het-F, Het-P and Het-U placentas demonstrated that epiblast-derived and trophoblast p110α have non-overlapping contributions in regulating the development of the placental exchange region. In particular, p110α in the epiblast-derived compartment determined the size of the placental labyrinthine zone and its trophoblast constituent, whereas p110α in the trophoblast was important for expanding the surface area for maternal-fetal exchange. Moreover, p110α in both the trophoblast and epiblast-derived lineages contributed to the formation of the capillary network and the thinness of the diffusion barrier in the placental exchange region. These findings are consistent with previous work demonstrating that the PI3K pathway regulates trophoblast differentiation (Kent et al., 2010; Lee et al., 2019) and defects in p110α signaling impair developmental angiogenesis and placental exchange region morphogenesis (Graupera et al., 2008; Lelievre et al., 2005; Sferruzzi-Perri et al., 2016). However, we did not find expression of any markers of known differentiated trophoblast subtypes (eg *Syna, Synb, Gcm1, Ctsq*), endothelial cells (eg *Pecam1*) or angiogenesis (eg *Ang1/2, Tie2, Vegf*) in placentas that lacked p110α (in the Hom-P compared to Het-U placenta by RNA-seq) thatwould explain the morphological phenotype observed. 

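Markers of the syncytiotrophoblast were at similar levels in the Hom-P and Het-U groups, within the spread between replicates. Syna was at 0.768 ± 0.0867 FPKM (SD, n = 4) in Hom-P and 0.811 ± 0.207 (SD, n = 5) in Het-U (log2 fold change -0.04, standard error 0.16, adjusted p = 0.977 from limma). Synb had a log2 fold change of -0.21 (standard error 0.55), the transcription factor Gcm1 one of -0.11 (standard error 0.41) and Ctsq, a cathepsin gene of sinusoidal giant cells, one of -0.23 (standard error 0.18). Of 20 labyrinthine trophoblast genes 1 passed, Ctsj, which is listed at 0 in all Het-U libraries. Without it the median log2 fold change was -0.05 (camera adjusted p = 0.928). With it the list passed camera's test without Hom-P replicate 2 (adjusted p = 0.0223), without Het-U replicate 5 (0.0250) and with the replicate block (0.0435), but in none of these with an estimated correlation (adjusted p of at least 0.493). Of 20 junctional zone genes kept, 15 were above 0 and 1 passed, Tpbpb, also listed at 0 in all Het-U libraries. The median over the 19 others was 0.08 and the camera adjusted p rose from 0.00481 to 0.127 without Tpbpb (0.228 with it and an estimated correlation). The call also ended without Hom-P replicate 3 (adjusted p = 0.0789, median 0.068), and the median turned to -0.056 after rescaling without abundant RNA classes. Pecam1, an adhesion molecule of endothelial cells, was at 71.7 ± 12.7 FPKM in Hom-P and 75.9 ± 8.32 in Het-U (log2 fold change -0.09, standard error 0.13, adjusted p = 0.930). Of 21 endothelial genes limma called 0, also adjusted over the list alone, and 1 had an unadjusted p under 0.05, Egfl7 (log2 fold change -0.41, standard error 0.18). Kdr, a receptor of VEGF, had a log2 fold change of 0.32 and the median of the list was -0.01 (camera adjusted p = 0.850). Among the 16 angiogenesis genes kept, Angpt1 had a log2 fold change of -0.19 (standard error 0.19), Angpt2 one of 0.19 (standard error 0.16), Tek, which encodes the angiopoietin receptor TIE2, one of -0.09 (standard error 0.23) and Vegfa one of -0.09 (standard error 0.30). Flt1, a VEGF receptor that trophoblast cells also make, was at 645 ± 179 FPKM in Hom-P and 459.9 ± 122 in Het-U (log2 fold change 0.49, standard error 0.25). The angiogenesis list had 0 genes past limma's test at either adjustment and 0 at an unadjusted p under 0.05, with a median of -0.06, whereas camera gave the direction up (adjusted p = 0.951).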

As fetal capillary volume was affected by a deficiency of p110α signaling in the trophoblast and trophoblast volume was altered by a deficiency in fetal p110α, our data suggest that there is a paracrine communication between cellular compartments in the placental labyrinthine zone, which occurs via p110α signaling. Paracrine signaling via p110α may also explain why when comparing the three heterozygote lines, the Het-P placenta uniquely showed less maternal blood spaces and a greater trophoblast volume. Paracrine communication between trophoblast and endothelial cell lineages in the labyrinthine zone has been reported previously for other signaling proteins (Limbourg et al., 2005; Lu et al., 2013; Moreau et al., 2014; Tang et al., 2006). Future work should evaluate the density of different trophoblast cell types in the labyrinthine zone (eg. syncytial trophoblast layer 1, syncytial trophoblast layer two and sinusoidal giant cells) in the Het-P and other p110α mutant placentas.

Our analysis of placental transfer function in vivo revealed that independent of specific changes in placental labyrinthine morphology with fetal *versus* trophoblast p110α loss, fetal glucose and System A-mediated amino acid supply relative to the size of the fetus, was maintained or even increased due to an adapting placenta which increased materno-fetal substrate clearance per unit surface area. We found that in conceptuses with p110α deficiency, this adaptive up-regulation of placental amino acid transport depended on the expression of p110α in the trophoblast; System A-mediated amino acid transport was significantly lower for the Hom-P compared to the adapted Het-U placenta. This inability of the Hom-P placenta to up-regulate System A amino acid transport, may explain, at least partly, the further reduction in fetal weight, when compared to Het-U. Indeed, inhibiting System A-mediated amino acid transport during rat pregnancy in vivo leads to fetal growth restriction (Cramer et al., 2002) and reductions in System A transporter activity occur prior to the onset of intrauterine growth restriction in rats and baboons (Jansson et al., 2006; Pantham et al., 2016). Previous work has shown that constitutive heterozygous loss of p110α activity in the conceptus (α/+mutants) does not affect the expression of glucose (*Slc2a*) or the sodium coupled System A amino acid transporter (*Slc38a*) genes in the placenta (Sferruzzi-Perri et al., 2016). We also did not find differential expression of these transporters in Hom-P compared to Het-U placenta by RNA-seq. 

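Other amino acid transporter genes were also measured in Hom-P and Het-U placentas, and all 21 listed were kept, 6 above 0 and 15 below. Slc43a1, a transporter of branched-chain amino acids, was at 0.541 ± 0.143 FPKM (SD, n = 4) in Hom-P and 0.879 ± 0.333 (SD, n = 5) in Het-U, a log2 fold change of -0.39 (standard error 0.19, adjusted p = 0.835 from limma). Slc7a10 was at 1.06 ± 0.283 FPKM in Hom-P and 1.48 ± 0.360 in Het-U (log2 fold change -0.34, standard error 0.19). Limma called 0 of the 21 genes, over all genes and adjusted over the list alone, and 0 had an unadjusted p under 0.05. Their median log2 fold change was -0.09 (camera adjusted p = 0.377), and turned to 0.019 without Hom-P replicate 2.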

In other cell types, p110α alters the activity of glucose and sodium transporters on the plasma membrane (Frevert and Kahn, 1997; Katagiri et al., 1996; Wang et al., 2008). Loss of p110α may therefore, alter glucose and amino acid transport to the fetus by the placenta *via* post-transcriptional mechanisms. Previous work has shown that when placental supply and fetal demand for resources to grow are mis-matched, IGF2 in the fetus may directly or indirectly signal demand to the placenta to adaptively up-regulate its transport of glucose and amino acids (Angiolini et al., 2011; Constância et al., 2005; Sferruzzi-Perri et al., 2017; Sferruzzi-Perri et al., 2011). Our data therefore imply that demand signals of the compromised feto-placental unit, such as IGF2, operate via p110α in the trophoblast to adapt amino acid supply to the fetus for growth. However, it is equally possible that fetal demand signals operate via pathway/s independent of p110α. Moreover, it is plausible that these pathway/s may be sufficient to compensate for the effects of moderately down-regulated p110α in the Het-P, but are insufficient when p110α is markedly knocked-down as in the Hom-P. Further work is required to identify the elusive fetal demand/s signals and explore the contribution of other signaling pathways implicated in environmental sensing, in driving alterations in placental transport phenotype in response to p110α deficiency, including the mechanistic target of rapamycin (mTOR), mitogen-activated pathway (MAPK), general control nonrepressed 2 (GCN2), glucokinase, G-protein coupled-receptors (GPCRs) and adenosine monophosphate-activated protein kinase (AMPK) (Efeyan et al., 2015).

Our transcriptomic comparison of the Hom-P and Het-U placentas identified several genes downstream of p110α that may be important in adapting placental phenotype to support fetal growth. Of note, we found six granzyme encoding genes, were down-regulated in Hom-P compared with Het-U. Others have shown that the PI3K pathway regulates granzyme expression and function of different leukocyte populations (Blanco et al., 2015; Efimova and Kelley, 2009; Jiang et al., 2000), and thus p110α could be playing a similar role in trophoblast. 

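Most genes of the placental hormone families were above 0 in Hom-P versus Het-U placentas, but the values per library did not separate the groups. The mean log2 value had an exact permutation p (two-sided) of 0.222 for the pregnancy-specific glycoproteins without Ceacam11, and of 0.389 for the prolactins. Of the 18 pregnancy-specific glycoprotein and related genes kept, 17 were above 0, with a median log2 fold change of 0.30 without Ceacam11, which is listed at 0 in all Het-U libraries (camera adjusted p = 9.3e-05 without it, and 0.571 with an estimated correlation). Psg20 was at 2.30 ± 0.543 FPKM (SD, n = 4) in Hom-P and 1.34 ± 0.0836 (SD, n = 5) in Het-U, a log2 fold change of 0.59 (standard error 0.14, adjusted p = 0.616 from limma), and was higher when adjusted over the list alone. The abundant Psg27 was at 1988 ± 543 FPKM in Hom-P and 1368 ± 289.7 in Het-U (log2 fold change 0.52, standard error 0.22). Over all genes only Ceacam11 passed limma's test, and 4 of the 18 had an unadjusted p under 0.05, all higher. Prolactin family genes had a median log2 fold change of 0.17, with 19 of 22 above 0 (camera adjusted p = 0.0215, and 0.616 with an estimated correlation). Prl8a1 had a log2 fold change of 0.45 (standard error 0.23), and Prl8a2, a gene of the decidual stroma list at 1728 ± 506 FPKM in Hom-P and 2104 ± 1047 in Het-U, one of -0.16 (standard error 0.45). Limma called 0 of the 22, also adjusted over the list alone, and 2 had an unadjusted p under 0.05, both higher. The camera call ended without Hom-P replicate 2 (adjusted p = 0.234, median 0.063) or Het-U replicate 5 (0.281, 0.050), with the replicate block (0.416, 0.050) or the covariates for Xist (0.108, 0.12) or Y-linked genes (0.0734, 0.15), and without the 3 libraries with little Y-linked RNA (0.511, 0.080). Genes of trophoblast stem cells were higher together, with 11 of 13 above 0 and a median log2 fold change of 0.14 (camera adjusted p = 0.00487, and 0.228 with an estimated correlation). Tfap2c, a transcription factor of the trophoblast lineage, was at 70.9 ± 8.94 FPKM in Hom-P and 58.0 ± 6.56 in Het-U (log2 fold change 0.29, standard error 0.11), and Ets2 at 157 ± 33.5 and 127 ± 16.2 FPKM (log2 fold change 0.29, standard error 0.17). Over all genes 0 passed limma's test and 2 had an unadjusted p under 0.05, and 1, Cdx2, was higher when adjusted over the list alone. The study calls Cdx2 on these same libraries, so this is not independent evidence.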

We also found that some of the genes differentially expressed between Hom-P and Het-U placenta have been previously implicated in the regulation of trophoblast differentiation (*Cdx2*) (Strumpf et al., 2005), growth and transport (*Cited2*)(Withington et al., 2006) and hormonal regulation of maternal physiology (*Prl5a1*, *Prl7c1*, *Psg19* and *Psg22*) (Moore and Dveksler, 2014; Soares et al., 2007). Moreover, a number of genes identified have been implicated in miscarriage (*Fgl2*) (Clark et al., 2001) and in the development of placental dysfunction in the pregnancy complication, preeclampsia (*Acta2*, *Ngf* and *Nov/Ccn3*)(Gellhaus et al., 2006; Sahay et al., 2015; Todros et al., 2007). We found significant enrichment of binding motifs for the transcription factors, STAT1, ARNT2, HMGA1 and MITF in the promoters of genes differentially expressed between Hom-P and Het-U. Others have demonstrated that the PI3K pathway modulates the activity of three of these transcription factors (Mounayar et al., 2015; Sheu et al., 2017; Terragni et al., 2011; Zhang et al., 2018) and of note, there is an interaction between p110α and STAT1 activity (Mounayar et al., 2015). Many of the differentially expressed genes in Hom-P *versus* Het-U placenta, were found to be enriched in TS cells however, of the fourteen candidates studied, only one was significantly altered in response to TS cell p110α deficiency. Moreover, several of the genes/proteins differentially expressed in Hom-P *versus* Het-U placenta (*Cited2*/CITED2, *Acta2*/ACTA2, *Lum*/LUM) were localized to both trophoblast in junctional and labyrinthine zones and fetal constituents including labyrinthine fetal vessels in the placenta. Thus, the mis-regulated pattern of genes identified in the Hom-P *versus* Het-U placenta may be both a direct consequence of p110α in the trophoblast, as well as the result of indirect effects on the embryonic lineages (such as fetal capillaries) in the placenta, or in the decidua. Single-cell RNA-seq should be performed on p110α mutant placentas in the future to substantiate this interpretation. Further work is additionally required to assess more directly the contribution of genes differentially expressed between Hom-P and Het-U placentas, in adaptive responses of the placenta (Sferruzzi-Perri et al., 2011).

Loss of p110α in ES cells also affected the expression the candidate genes studied. However, there were many more candidate genes significantly altered in the mutant ES cells and the pattern of change was largely distinct to that observed for the mutant TS cells. Indeed, genes were typically upregulated in ES cells, but reduced in TS cells in response to p110α deficiency. Moreover, the genes differentially expressed between Hom-P and Het-U and enriched in TS and ES cells were predicted to participate in diverse cell functions, for example extracellular exosome and gene expression, respectively. These data imply that p110α regulates the expression of different genes and functional pathways in the trophoblast and epiblast-derived tissues of the conceptus. They also reinforce that the embryonic lineages of the conceptus are more sensitive to p110α loss than the trophoblast and may provide some explanation for the lethality observed for the Hom-F but not Hom-P mutants. These findings could be furthered in the future by performing RNA on TS and ES cells to obtain a complete transcriptomic comparison in response to p110α deficiency. However, it is important to note that TS and ES cells would not have been present in the wildtype or p110α mutant placentas at the time of investigation (day 19 of pregnancy). Thus, extrapolating our findings of p110α deficiency in ES and TS cells in vitro to our trophoblast or epiblast-derived manipulations in vivo, are limited and should be taken cautiously.

Previous work has shown that the genotype and environment of the mother modulates placental growth and transport function (Angiolini et al., 2011; Constância et al., 2005; Sferruzzi-Perri et al., 2016; Sferruzzi-Perri et al., 2017; Sferruzzi-Perri et al., 2011). Moreover, litter composition and particularly, the presence of siblings of a different genotype in the litter can affect placental phenotype (Tunster et al., 2016). Indeed, in the current study, some of the values for the placenta of the Het-F wildtype controls were higher than for the Het-U and Het-P (eg placental weight, volume of labyrinthine zone trophoblast and fetal capillaries and surface area), which likely reflects variations in the gestational environment (litter composition and maternal genotype/environment) for the individual groups. All data in the current study were obtained from litters of mixed genotype and only comparisons to their respective control siblings were made to minimize possible effects of variations in the gestational metabolic environment on placental phenotype. However, it is important to note that changes in placental phenotype with fetal and trophoblast *Pik3ca* deletion can still occur within the homogenous gestational environment and according to fetal genotype, which was not assessed in the current study. Future work should, therefore, attempt to explore the interactions between maternal p110α metabolic profile, litter composition and fetal genotype in the regulation of placental resource allocation. This can, for instance, be done initially by measuring maternal hormones and glucose/amino-acid levels in the diverse fetal/maternal genotype combinations, but quantification of the ‘individual' effects will be highly challenging.

Collectively, our data indicate that p110α plays distinct roles in the different compartments of the conceptus, which ultimately affect placental phenotype and fetal growth. In particular, p110α in the fetal lineages of the conceptus is essential for prenatal development and a major regulator of placental phenotype (Figure 8). Moreover, trophoblast p110α signaling is critical for its ability to up-regulate amino acid transport to match fetal demands for growth near term. However, the Hom-F and Hom-P have a heterozygous deficiency of p110α in the trophoblast and epiblast-derived lineages, respectively. Thus, there may be interactions between the different compartments of the conceptus that are heterozygous and homozygous deficient in p110α, which may have contributed to the placental and fetal phenotypes observed for Hom-F and Hom-P. Furthermore, gene disruption may occur up to 1.5 days earlier using the *Meox2*Cre, compared to the *Cyp19*Cre (at around days 5 and 6.5, respectively) (Tallquist and Soriano, 2000; Wenzel and Leone, 2007). Moreover, the *Cyp19*Cre exhibits mosaic activity (observed herein and reported previously; Wenzel and Leone, 2007). Therefore, temporal differences in the timing of Cre activation and levels of Cre activity between the *Meox2*Cre and *Cyp19*Cre lines may have contributed to feto-placental phenotypes observed for the fetal *versus* trophoblast p110α mutants, in the current study. In addition, previous characterization of *Meox2*Cre line has shown Cre is active in the yolk sac mesoderm (Tallquist and Soriano, 2000). As the yolk sac is essential for fetal growth, loss of p110α from the yolk sac mesoderm could have contributed to the fetal phenotypes observed with the Het-F and Hom-F. Employing alternative strategies to target expression of p110α in different conceptus lineages, such as using lentiviral-mediated shRNA/siRNA transfection of mouse blastocysts (Georgiades et al., 2007; Okada et al., 2007) are therefore, warranted in the future. Nevertheless our findings are important in the context of human pregnancy, as dysregulated expression of both up and down-stream components of the PI3K pathway in the placenta are associated with abnormal fetal growth and poor pregnancy outcome (reviewed in Sferruzzi-Perri et al., 2017).

**Figure 8.**
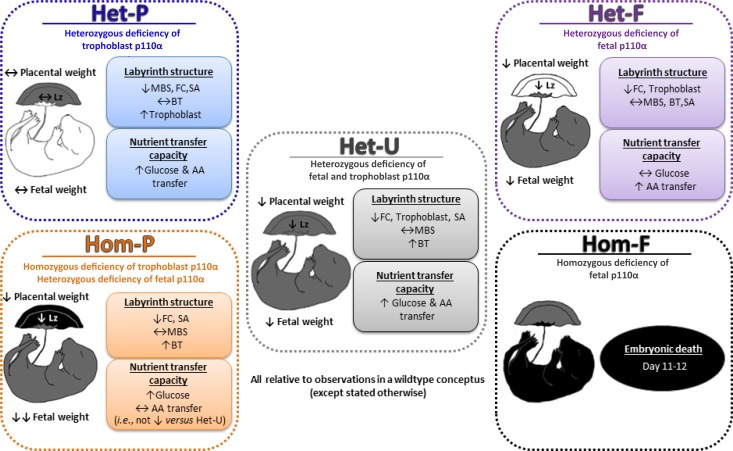
Summary figure showing the phenotypes of all p110α mutants used in this study, which together highlight that fetal and trophoblast p110α have distinct contributions in regulating resource allocation to the growing fetus. Findings are from mice at day 19 of pregnancy, unless indicated otherwise. AA=amino acid, BT=barrier thickness, FC=fetal capillaries, Lz=labyrinth zone, MBS=maternal blood spaces, SA=surface area for exchange.

## Materials and methods

### Mice and genotyping

Mice were housed under dark:light 12:12 conditions with free access to water and chow in the University of Cambridge Animal Facility abiding by the UK Home Office Animals (Scientific Procedures) Act 1986 and local ethics committee. Home Office project license number is 70/7645. Mice in which exons 18 and 19 of the p110α gene were flanked by LoxP sites (*Pik3ca^Fl^*) on a C57Bl6 background were kindly provided by Dr Bart Vanhaesebroeck (University College London) and Dr Klaus Okkenhaug (Babraham Institute) (Graupera et al., 2008). These were time-mated with those expressing the Cre recombinase gene under the control of the trophoblast-specific human *Cyp19* promoter (Wenzel and Leone, 2007), the embryonic *Meox2* promoter (Tallquist and Soriano, 2000) or the ubiquitous *CMV* promoter (Schwenk et al., 1995). This achieved three models that had a ~ 50% decrease in p110α in the trophoblast, fetal lineages or whole conceptus, termed Het-P, Het-F and Het-U, respectively. Further crosses were performed on a second generation of Het-U mice to selectively delete the remaining p110α allele in the trophoblast using *Cyp19*Cre (Hom-P) or fetal lineage using *Meox2*Cre (Hom-F). See Figure 1—source data 1 for experimental crosses used. Note the wild-types for the Het-P and Het-U are the same animals and the Het-U were the controls for Hom-P. The genotypes of the fetuses/mice were determined by PCR using primers to detect *Cyp19*Cre (Fwd: GACCTTGCTGAGATTAGATC and Rev: AGAGAGAAGCATGTTTAGCTGG), *Meox2*Cre (Fwd: GGACCACCTTCTTTTGGCTTC, Rev: AAGATGTGGAGAGTACGGGGTAG, Cre: CAGATCCTCCTCAGAAATCAGC) and *CMV*Cre (Cre Fwd: CGAGTGATGAGGTTCGCAAG, Cre Rev: TGAGTGAACGAACCTGGTCG, Internal control Fwd: ATGTCTCCAATCCTTGAACACTG and Internal control Rev: GCAGTGGGAGAAATCAGAACC). This was done using the following cycle conditions: 94°C, 3 min, then 35 cycles of 94°C for 30 s, 57°C for 30 s and 72°C for 90 s, and then 72°C for 7 min. Genotyping was also performed by PCR using primers for *Pik3ca^Fl^* (Fwd:CTAAGCCCTTAAAGCCTTAC, Rev:CAGCTCCCATCTCAGTTCA and Deletion: ACACACTGCATCAATGGC) as described previously (Graupera et al., 2008) and by real time PCR (qRT-PCR) using Taqman probes (*Pik3ca:* Mm00435672_g1 and *Gapdh*: Mm99999915_g1) to confirm deletion in whole fetal and placental tissue homogenates. Due to the mosaic activity of the *Cyp19*Cre (Wenzel and Leone, 2007) a cut-off for *Pik3ca* deletion in the placenta using qRT-PCR was set for <65% Het-P and <30% for Hom-P.

To visualize the Cre recombinase activity, *Cyp19*Cre and *Meox2*Cre mice were mated to the *Rosa26*TdRFP reporter mouse line (*Gt(ROSA)26Sor;* purchased from the Jackson lab and a generous gift from Prof William Colledge, University of Cambridge) (Soriano, 1999). Fetuses and placentas were collected on day 16 of pregnancy, fixed in 4% (wt/vol) PFA, 30% (wt/vol) sucrose and then frozen in OCT (optimal cutting temperature media, TissueTek) for cryosectioning and staining in DAPI.

### Placental nutrient transfer assays

The unidirectional materno-fetal clearance of the non-metabolisable radioactive tracers, ^14^C-methyl amino-isobutyric acid (MeAIB) and ^3^H-methyl D-Glucose (MeG) were measured under anesthesia with fentanyl-fluanisone (hypnorm):midazolam (hypnovel) in sterile water (1:1:2, Jansen Animal Health) (Sibley et al., 2004). A 200 μl bolus containing 3.5 µCi, of MeAIB (NEN NEC-671; specific activity 1.86GBq/mmol, Perkin Elmer, USA) and 3.5 µCi MeG (NEN NEC-377; specific activity 2.1GBq/mmol) in physiological saline (0.9% wt/vol) was injected into the maternal jugular vein. Two minutes after tracer injection, the dam was killed by cervical dislocation, uteri were collected and fetal and placental weights recorded. Entire litters of placentas were collected for morphological analyses or snap frozen in liquid nitrogen for quantification of gene expression. Fetuses were decapitated, entire fetal tails taken for DNA genotyping and then fetuses minced and lysed at 55°C in Biosol (National Diagnostics, Atlanta, USA). Fetal lysates were measured for beta emissions by liquid scintillation counting (Optiphase Hisafe II and Packard Tri-Carb, 1900; Perkin-Elmer USA) and radioactivity (DPM; disintegrations per minute) in the fetuses was used to calculate transfer relative to the estimated placental surface area or to fetal weight.

### Placental morphological analyses

Placentas were bisected and one half was fixed in 4% (wt/vol) paraformaldehyde, paraffin-embedding, exhaustively sectioned at 7 μm and stained with hematoxylin and eosin to analyse gross placental structure. The other half was fixed in 4% (wt/vol) glutaraldehyde, embedded in Spurr’s epoxy resin and a single, and 1 μm midline section was cut and then stained with toluidine blue for detailed analysis of labyrinthine zone (Lz) structure using the Computer Assisted Stereological Toolbox (CAST v2.0) program as previously described (Coan et al., 2004). Briefly, to determine the volume densities of each Lz component (fetal capillaries [FC], maternal blood spaces [MBS] and trophoblast), point counting was used and their densities were multiplied by the estimated volume of the Lz to obtain estimated component volumes. Surface densities of maternal-facing and fetal-facing interhaemal membrane surfaces were then determined by counting the number of intersection points along cycloid arcs in random fields of view. These were converted to absolute surface areas and the total surface area for exchange calculated (averaged surface area of MBS and FC). The mean interhaemal membrane thickness was determined by measuring the shortest distance between FC and the closest MBS at random starting locations within the Lz. Per Lz, 200 measurements were made. The harmonic mean thickness (barrier thickness) was calculated from the reciprocal of the mean of the reciprocal distances.

### Placental in situ cell death staining

Cells undergoing cell death were detected in paraffin-embedded sections of placenta using the In Situ Cell Death Detection Kit, TMR red (Sigma Aldrich), according to the manufacturer’s instructions. The proportion of TMR red to DAPI stained cells was determined in each placental section using Image J (freeware software).

### Placental immuno-localisation of protein abundance

For localization of p110α, placental sections were washed with PBS to remove OCT and underwent antigen retrieval with citrate buffer before immunolabelling (antibody against p110α, Cell Signaling, C73F8, 1:75 dilution). Sections were treated with 0.5% Triton X-100 before immunolabelling. Bound antibody was detected using biotinylated goat anti-rabbit IgG (Abcam, ab6720) followed by streptavidin-conjugated horseradish peroxidase (Rockland, S000-03) and 3,3-diaminobenzidine (DAB) according to manufacturer instructions. Sections were lightly counterstained with hematoxylin and mounted in DPX. Negative controls were performed by omission of the primary antibody. For ACTA2 (R and D, MAB1420-SP, 5 μg/ml dilution), LUM (R and D, AF2745-SP, 5 μg/ml dilution), CITED2 (R and D, AF5005-SP, 3 μg/ml dilution) and *Dolichos Biflorus Agglutinin* lectin (DBA; Vector; B-1035; 6.6 μg/ml dilution) placental sections were de-paraffinized, rehydrated and subject to antigen retrieval prior to immunolabelling. Bound antibody against DBA, CITED2, ACTA2 and LUM was detected using biotinylated goat anti-rabbit (Abcam, ab6720), donkey anti-sheep (Abcam, ab97125), horse anti-mouse (Vector, BA-2000) and horse anti-goat (Vector, BA-9500), respectively. This was followed by incubation with streptavidin-conjugated horseradish peroxidase and visualization with DAB staining, as described previously. Sections were lightly counterstained with nuclear fast red and mounted in DPX. Analysis of each placental section was performed using Image J (freeware software).

### Placental RNA sequencing (RNA-seq)

Total RNA was extracted from whole placental halves using the RNeasy Plus Mini Kit (Qiagen, UK) according to manufacturer’s instructions. RNA-seq libraries were prepared using TruSeq Stranded total RNA library preparation kit (Illumina) and barcoded libraries were combined and submitted for sequencing (50 bp single ended on a HiSeq2500) by the Wellcome Trust-MRC Institute of Metabolic Science Genomics Core Facility. The number of raw reads per library was between 14.3 and 33.4 million. Fastq files were aligned to mouse genome GRCm38 with TopHat (version 2.0.11; Kim 2013) using default settings (The mapping percentage varied between 96.2% and 98.3%). Differential expression was performed using Cuffdiff (version 2.1.1; Trapnell 2012) with the following settings; require a minimum of 5 alignments to conduct significance testing, perform bias correction, do initial estimation to weight multi-hits. Genes identified as differentially expressed (DEG) with Cuffdiff significance indicated as q value < 0.05 and 1.5-linear fold expression change. Pathway analysis was then determined using DAVID gene ontology (Huang et al., 2009) and redundant GO terms were filtered-out using REViGO (Supek et al., 2011). The RNA-seq data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE126046 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126046).

To search for enrichment of transcription factor binding sites at the promoters of DEG, we used Eukaryotic Promoter Database (EPD – https://epd.vital-it.ch/index.php) to retrieve the DNA sequences from 1,000 bp upstream to 100 bp downstream of the transcriptional start site. These sequences were then analysed using Analysis of Motif Enrichment (AME v4.12.0 – http://meme-suite.org/tools/ame) by selecting *Mus musculus* and HOCOMOCO Mouse (v11 FULL) as motif database. Transcription factors predicted by AME and Ingenuity Pathway Analysis (IPA) were then used for network visualization, performed using IPA.

### CRISPR/Cas9 knockout in Trophoblast and Embryonic Stem Cells

For CRISPR/Cas9-mediated deletion of *Pik3ca*, *E14tg2a* embryonic stem cells (obtained from the Mutant Mouse Regional Resource Center, UC Davis, USA) and *TS-Rs26* trophoblast stem cells (a gift of the Rossant lab, Toronto, Canada) (both cell lines were tested and negative for mycoplasma) were transfected with Cas9.2A-eGFP plasmid (Plasmid 48138 Addgene) harboring guide RNAs flanking the exon 18 and exon 19 (http://CRISPR.mit.edu) (Figure 7). Transfection was carried out with Lipofectamine 2000 (ThermoFisher Scientific 11668019) reagent according to the manufacturer’s protocol. Knockout clones were confirmed by western blotting and by genotyping using primers spanning the deleted exons, and by reverse transcription followed by semi-quantitative PCR (RT-qPCR) with primers (AGGGAGCACAAGAGTACACCA and GGCATGCTGCCGAATTGCTA) within and downstream of the deleted exons, as shown in Figure 7. Values were normalized to *Sdha* expression. Three to five independent knockout clones were analysed for each cell line. The expression of fourteen genes found to be differentially regulated between Het-U and Hom-P placenta, were then assessed by qPCR in p110α deficient TS and ES cells.

### Gene expression by qRT-PCR

Total RNA was extracted from whole placental halves using the RNeasy Plus Mini Kit (Qiagen, UK) whereas total RNA was extracted from TS and ES cells using trizol (Invitrogen), chloroform and ethanol extraction. Multiscribe Reverse Transcriptase and random primers (Applied Biosystems) were used to synthesize cDNA from 2.5 ug of RNA. Samples were analysed in duplicate by qRT-PCR (7500 Fast Real-Time PCR System, Applied Biosystems, UK) using Sybr green chemistry and pairs of forward and reverse primers (Figure 7—source data 2). The expression of genes of interest were normalized to the expression of *Gapdh* or *Sdha* which was not affected by genotype. Data were analysed using the 2–ΔΔCT method for quantification.

### Western blotting

Protein expression was quantified using p110α antibody (1:500; Cell Signaling, 4249), as described previously (Sferruzzi-Perri et al., 2011).

### Statistics

No explicit power analyses were used to predetermine sample size. Randomization was not used in our studies. Analyses of placental morphology and in situ cell death staining were conducted blinded to the genotype. The number of samples per group for each analysis is detailed in the legends of figures and footnotes of tables. Data are presented as mean ± SEM. Data were considered normally distributed and analysed using unpaired and paired t tests with Excel, as required or two-way ANOVA with GraphPad Prism 7. Data were considered statistically significant when p<0.05.

## Data Availability

The RNA-seq data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE126046 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126046). All other relevant data are within the manuscript and its Supporting Information files. The following dataset was generated: Lopez-TelloJPerez-GarciaVKhairaJKusinskiLCCooperWNAndreaniAGrantIFernandezde Liger ELamBYHHembergerMSandoviciIConstanciaMSferruzzi-PerriAN2019Fetal and trophoblast PI3K p110α have distinct roles in regulating resource supply to the growing fetusNCBI Gene Expression OmnibusGSE12604610.7554/eLife.45282PMC663497131241463 The following previously published datasets were used: ChrysanthouSSennerCEBurgeSFinebergEOkkenhaugHWoodsLPerez-GarciaVHembergerM2018A novel role of Tet1/2 proteins in cell cycle progression of trophoblast stem cellsNCBI Gene Expression OmnibusGSE10954510.1016/j.stemcr.2018.02.014PMC599891129576538 LatosPASienerthARMurrayASennerCEMutoMIkawaMOxleyDBurgeSCoxBJHembergerM2015Elf5-centered transcription factor hub controls trophoblast stem cell self-renewal and differentiation through stoichiometry-sensitive shifts in target gene networksEuropean Nucleotide ArchivePRJNA29876310.1101/gad.268821.115PMC469194826584622

## Additional files

Transparent reporting form

# Supplementary material for: Fetal and trophoblast PI3K p110α have distinct roles in regulating resource supply to the growing fetus in mice
**Source:** eLife. 2019 Jun 26;8:e45282. doi: 10.7554/eLife.45282
**Supplement:** Figure 1—source data 1. — * Note for Cyp19Cre mutants (Het-P and Hom-P) the frequency is actually ~half than stated, due to mosaic activity of this Cre line.

**Figure 1-source data 1. Summary of the mouse strains and experimental crosses used in the study.** * Note for *Cyp19*Cre mutants (Het-P and Hom-P) the frequency is actually ~half than stated, due to mosaic activity of this Cre line.

| Paternal  genotype | Maternal  genotype | Conceptus genotypes  (for experiments) | Frequency* | Used for |
| --- | --- | --- | --- | --- |
| *Meox2*Cre (het) | *Pik3ca*^Fl/Fl^ | *Pik3ca*^Fl/+^ = WT  *Meox2*Cre; *Pik3ca*^Fl/+^ = Het-F | 1:2 | Day 19 collection for fetal weight and placental transport phenotype |
| *Pik3ca* null (het); *Meox2*Cre (het) | *Pik3ca*^Fl/Fl^ | *Pik3ca*^Fl/+^ = WT  *Meox2*Cre; *Pik3ca*^Fl/+^ = Het-F  *Pik3ca* null het and *Pik3ca*^Fl/+^ = Het-U  *Meox2*Cre; *Pik3ca*^Fl/+^ and *Pik3ca* null het = Hom-F | 1:4 | D10-13 collection for conceptus viability |
| *Pik3ca*^Fl/Fl^ | *Pik3ca* null (het); *Cyp19*Cre (het) | *Pik3ca*^Fl/+^ = WT  *Cyp19*Cre; *Pik3ca*^Fl/+^ = Het-P  *Pik3ca* null het and *Pik3ca*^Fl/+^ = Het-U  *Cyp19*Cre; *Pik3ca*^Fl/+^ and *Pik3ca* null het = Hom-P | 1:4 | Day 19 collection for conceptus viability, fetal weight and placental transport phenotype |

# Supplementary material for: Fetal and trophoblast PI3K p110α have distinct roles in regulating resource supply to the growing fetus in mice
**Source:** eLife. 2019 Jun 26;8:e45282. doi: 10.7554/eLife.45282
**Supplement:** Table 1—source data 1. — Frequency of viable fetuses in a litter are displayed, with data from n = 15 litters. Offspring genotypes were determined by conventional PCR, and in the case of Cyp19Cre mutants, additionally by qRT-PCR to identify those with a sufficient level of Pik3ca deletion (frequency is in parentheses). When the cut off for Pik3ca deletion in the placenta using qRT-PCR was applied (<65% for Het-P and <30% for Hom-P), the frequency of Cyp19Cre mutants was ~50% less.

**Table 1-source data 1. Deleting the remaining p110α from the trophoblast in Hom-P does not affect fetal viability at day 19 of pregnancy.** Frequency of viable fetuses in a litter are displayed, with data from n=15 litters. Offspring genotypes were determined by conventional PCR, and in the case of *Cyp19*Cre mutants, additionally by qRT-PCR to identify those with a sufficient level of *Pik3ca* deletion (frequency is in parentheses). When the cut off for *Pik3ca* deletion in the placenta using qRT-PCR was applied (<65% for Het-P and <30% for Hom-P), the frequency of *Cyp19*Cre mutants was ~50% less.

|  | WT | Het-P | Het-U | Hom-P |
| --- | --- | --- | --- | --- |
| Frequency by DNA genotyping (by qRT-PCR) | 26% | 23% (14%) | 19% | 32% (16%) |

# Supplementary material for: Fetal and trophoblast PI3K p110α have distinct roles in regulating resource supply to the growing fetus in mice
**Source:** eLife. 2019 Jun 26;8:e45282. doi: 10.7554/eLife.45282
**Supplement:** Table 2—source data 1. — Hom-P * versus WT or † versus Het-P. *p<0.05 and ***p<0.001, †p<0.05 and †††p<0.001, unpaired t test. Conceptus weights are from n ≥ 15, Lz and Jz volume from n ≥ 6 and Lz morphology from n ≥ 4 per genotype on day 19 of pregnancy. Data are presented as means ± SEM.

**Table 2-source data 1. The effect of deleting the remaining p110α from the trophoblast in Hom-P on feto-placental growth relative to WT and Het-P.** Hom-P * *versus* WT or † *versus* Het-P. *P < 0.05 and ***P < 0.001, †P < 0.05 and †††P < 0.001, unpaired t test. Conceptus weights are from n≥15, Lz and Jz volume from n≥6 and Lz morphology from n≥4 per genotype on day 19 of pregnancy. Data are presented as means ± SEM.

|  | WT | Het-P | Hom-P |
| --- | --- | --- | --- |
| Fetus (mg) | 1155±20 | 1152±25 | 994±22***††† |
| Placenta (mg) | 93±3 | 101±5 | 89±3† |
| Labyrinthine zone (mm^3^) | 47±2 | 46±4 | 36±2*** |
| Junctional zone (mm^3^) | 33±5 | 34±9 | 30±2 |
| Maternal blood spaces (mm^3^) | 14±2 | 9±1 | 11±1† |
| Trophoblast (mm^3^) | 28±2 | 34±2 | 22±2††† |
| Fetal capillaries (mm^3^) | 5±1 | 3±1 | 4±1*† |
| Barrier thickness (μm) | 3.5±0.1 | 3.7±0.1 | 3.9±0.1* |
| Surface area (mm^2^) | 15±1 | 9±1 | 10±1*** |

# Supplementary material for: Fetal and trophoblast PI3K p110α have distinct roles in regulating resource supply to the growing fetus in mice
**Source:** eLife. 2019 Jun 26;8:e45282. doi: 10.7554/eLife.45282
**Supplement:** Figure 5—source data 1. — Placental transport of 3H-methyl-D glucose (MeG) and 14C-amino isobutyric acid (MeAIB) relative to surface area available or to fetal weight on day 19 of pregnancy is shown as a ratio of WT values. Hom-P * versus WT or † versus Het-P. *p<0.05, †p<0.05 and †††p<0.001, unpaired t test. DPM = disintegrations per minute. Data are from n ≥ 15 and presented as means ± SEM.

**Figure 5-source data 1. The effect of deleting the remaining p110α from trophoblast in Hom-P on placental transport capacity relative to WT and Het-P.** Placental transport of ^3^H-methyl-D glucose (MeG) and ^14^C-amino isobutyric acid (MeAIB) relative to surface area available or to fetal weight on day 19 of pregnancy is shown as a ratio of WT values. Hom-P * *versus* WT or † *versus* Het-P. *P < 0.05, †P < 0.05 and †††P < 0.001, unpaired t test. DPM = disintegrations per minute. Data are from n≥15 and presented as means ± SEM.

|  | WT | Het-P | Hom-P |
| --- | --- | --- | --- |
| MeG DPM /mm^2^ SA (ratio to WT) | 1.0±0.1 | 1.8±0.1 | 1.4±0.1*† |
| MeAIB DPM /mm^2^ SA (ratio to WT) | 1.0±0.1 | 2.1±0.2 | 1.2±0.1††† |
| MeG DPM/g fetus (ratio to WT) | 1.0±0.1 | 1.1±0.1 | 1.1±0.1 |
| MeG DPM/g fetus (ratio to WT) | 1.0±0.1 | 1.2±0.1 | 0.9±0.1 |

# Supplementary material for: Fetal and trophoblast PI3K p110α have distinct roles in regulating resource supply to the growing fetus in mice
**Source:** eLife. 2019 Jun 26;8:e45282. doi: 10.7554/eLife.45282
**Supplement:** Figure 7—source data 2.

**Figure 7-source data 2. Primer sequence for RT-qPCR, PCR screening and CRISPR gRNAs target**

How the deposited data were processed for this re-analysis (not part of the article)

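RNA from the placentas of 4 Hom-P and 5 Het-U conceptuses on day 19 of pregnancy was sequenced as 50 bp single-ended reads, with 1 library per placenta. The authors aligned the reads to GRCm38 with TopHat 2.0.11 at default settings and made the deposited FPKM values per gene and library with Cuffdiff 2.1.1, with bias correction and weighting of reads with several alignments, and required at least 5 alignments for a test. The annotation release is not named in the paper's text. The deposited values are FPKM, not counts, and no reads were reprocessed. The paper's reported depth is 14.3 to 33.4 M reads per library, but the reads behind a single value are unknown, so neither counting intervals nor detection floors are given.

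The 16791 of 38281 genes with a mean FPKM of at least 0.3 over the 9 libraries were kept, 0.5 was added before the log2 step, and Hom-P was compared with Het-U with limma 3.58.1 in R 4.3.3 (empirical Bayes with a mean-variance trend). P values were two-sided and adjusted over all genes kept by Benjamini-Hochberg, with a threshold of 0.05, and a second count required a change of at least 1.5-fold. Exact permutation tests used all 126 splits of the 9 libraries into 4 and 5, for which the smallest p is 0.00794. No fold change is given for the 617 genes listed at 0 in every library of a group. Replicate numbers were not taken as pairs. On simulated data made from these libraries, the comparison recovered 16 of 67 genes changed 1.5-fold, 42 of 67 changed 2-fold and 62 of 66 changed 4-fold, with 8 false calls. The simulation drew each gene independently and left out the genes listed at 0 in a group. Genes that vary together and differences between whole libraries were not simulated, so these rates need not hold for the real data.

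Gene lists were tested with camera, at a preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over the 33 lists with at least 3 genes kept. The lists cover granzymes, natural killer cells, decidual stroma, fibroblasts and matrix, smooth muscle, macrophages, granulocytes, lymphocytes, red cells, endothelium, angiogenesis, labyrinthine trophoblast, junctional zone, prolactins, pregnancy-specific glycoproteins, trophoblast stem cells, glucose, Slc38a and other amino acid transporters, regulators of transport, aquaporins, PI3K signaling, FOXO targets, apoptosis, complement, antigen presentation and interferon response, steroid and retinoid metabolism, the transcription factors with motifs, yolk sac, hypoxia, mitochondrial mRNA, ribosomal RNA, short noncoding RNAs and Y-linked genes. Named genes are Pik3ca, the genes that the study names, the 10 genes with the smallest p in each direction with a mean FPKM of at least 1 (passing over clone and accession names), and up to 4 genes with the smallest p in each list described. The values of the study's own table had been seen when the lists, this rule and the alternatives were set. The genes listed at 0 in a group were set apart after the data were seen, and the next 10 genes in each direction were then named as well. The relative depth of the libraries was read from genes with a mean FPKM under 0.05.

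The alternatives changed the pseudocount, the filter, the scaling between libraries, the variance model, the libraries used and the covariates. The rescaling without abundant RNA classes kept other abundant genes in its total, among them some listed at 0 in every Het-U library. Counts were not available, so edgeR and DESeq2 were not used. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.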

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

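The tests of Xist against the granzyme genes, of the ribosomal RNA features and of the splits for the 11 genes were chosen before the results were seen, and the other tests reported here only afterwards.

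A single library lay far from the others of its group in 14 of 238 groups, 2 for each of 119 named genes, where chance gives 11.9 at 1 in 20. These were Angpt2 at 10.7 FPKM in Het-U replicate 2 against 14.8 to 16.2 in the others of its group, Arnt2 at 2.37 FPKM in Hom-P replicate 4 against 3.37 to 3.57 in the others of its group, Il2rb at 15.2 FPKM in Het-U replicate 5 against 23.7 to 27.4 in the others of its group, Lpar1 at 39.6 FPKM in Hom-P replicate 2 against 26.5 to 28.3 in the others of its group and Mgp at 36.0 FPKM in Het-U replicate 2 against 49.4 to 53.5 in the others of its group. Further values were Mitf at 121 FPKM in Het-U replicate 3 against 53.0 to 61.6 in the others of its group, Mtor at 17.5 FPKM in Hom-P replicate 3 against 9.54 to 10.4 in the others of its group, Prl8a2 at 979 FPKM in Hom-P replicate 4 against 1870 to 2074 in the others of its group, Sdha at 75.2 FPKM in Hom-P replicate 1 against 142 to 148 in the others of its group and Slc43a1 at 0.754 FPKM in Hom-P replicate 4 against 0.452 to 0.486 in the others of its group. The rest were Slc7a10 at 0.845 FPKM in Het-U replicate 3 against 1.58 to 1.70 in the others of its group, Tagln at 10.3 FPKM in Hom-P replicate 2 against 18.3 to 20.1 in the others of its group, Tagln at 41.5 FPKM in Het-U replicate 5 against 20.2 to 24.7 in the others of its group and Trem2 at 24.8 FPKM in Het-U replicate 5 against 52.5 to 70.9 in the others of its group.

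In 3 libraries labelled male, Y-linked RNA was near the floor and Xist was higher than in the other 6, a signal in genes that the paper does not discuss. They are Hom-P replicate 4 and Het-U replicates 3 and 5, so both groups hold such a library. The Y-linked genes summed to at most 0.347 FPKM in these 3 and to at least 20.8 FPKM in the other 6. This argues against the label male for the 3 libraries. Whether the label or the identity of these samples is wrong was not tested.

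There are 9 abundant genes listed at 0 in every library of a group and at 5 FPKM or more in each library of the other, which the paper does not discuss. Over all splits of the 9 libraries into 4 and 5, the highest such count in a split other than the real one was 5. Of these genes, 0 are among the study's 97, although they are abundant in the other group. Whether the authors' test could be made on them is not known, so this cannot decide on a loss of expression in 1 genotype. Values that the authors' processing did not estimate may account for the zeros, since 5 genes of the placental lists (Tpbpa, Prl3b1, Psg16, Psg21 and Psg23) are at 0 in all 9 libraries. Which step gave the zeros stays open.

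The lower granzyme genes in Hom-P had a median log2 fold change of -1.50. The decidual stroma genes as a set had a median of -0.11 and a lowest value of -0.76, a smaller fall than that of the granzyme genes. The difference between the granzyme and decidual scores had an exact permutation p of 0.0476. Against Hoxa10 and Hoxa11 alone, which differed by -0.52, it was 0.0873. Without Hom-P replicate 4, the log2 fold change was -0.21 for Hoxa10 and -0.22 for Hoxa11. The study chose its granzyme genes on these libraries, so these p-values cannot decide whether all decidual cells were lost alike. Less maternal tissue in the Hom-P samples cannot be told apart from a change in the cells, because Xist, which lay 0.750 standard errors above the granzyme median, cannot mark maternal tissue while 3 libraries lack Y-linked RNA, and in the other 6 its difference was 0.31 (standard error 0.70) beside a granzyme median of -0.95, within 2 standard errors. Fewer natural killer cells also stays open, with a median of -0.32 over only 3 of 22 marker genes, and of -0.088 over all 22 without a filter (camera adjusted p = 0.0208, and 0.290 with an estimated correlation), where most lie near 0. On stained sections, the paper reports no significant difference in the abundance of these cells. The genotype and the sex of the placentas remain open as causes as well.

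The 5 ribosomal RNA features kept were higher in Hom-P, with a difference of 1.28 in their mean log2 value (exact permutation p = 0.111). Uneven removal of ribosomal RNA between libraries may account for this, since the score ranged over 2.64 within Het-U and 1.6 within Hom-P, and the features moved together with an estimated correlation of 0.88. An effect of genotype on ribosomal RNA was not tested apart from this.

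For the 11 genes past the threshold, 2 of 100 splits of the samples, the real one included, reached the count, with 19 as the highest of the others, and likewise for the count with 1.5-fold (2 of 100, highest other 19). All 11 are listed at 0 throughout a real group, so this excludes chance at the 0.05 level only for a tie between these zeros and the groups, and says nothing about a difference between the genotypes. Chance cannot be excluded for the 12 gene lists (9 of 100, highest other 15). Without the genes listed at 0 in a group, the real count is 0, which every split reaches (100 of 100, highest other 20), so this says nothing about chance. Chance cannot be excluded for the 957 genes at an unadjusted limma p under 0.05 there (35 of 100, highest other 1793).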

How the results depend on the processing

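The alternatives with covariates for Y-linked genes or the yolk sac, without the genes listed at 0 in a group, without the 3 libraries with little Y-linked RNA and without Het-U replicates 1 and 2 were chosen after the data were seen. The values are FPKM without counts, so a comparison on counts was not run, and the depth behind a single value is unknown. The covariates gave no value for their own gene or list, and a gene or list that a filter leaves out has none under that filter.

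In the main comparison 11 genes passed the adjusted test, all by at least 1.5-fold, and under the other settings the count was 10 to 18, apart from 0 without the genes listed at 0 in a group, where limma left 957 at an unadjusted p under 0.05, and 27 without the libraries with little Y-linked RNA. Without Het-U replicates 1 and 2 the count was 18, and leaving out 1 library at a time it was 11 to 17, with 17 without Het-U replicate 5, and the count with 1.5-fold was the same in each of these. Of the main 11 genes, 10 or 11 were shared with every setting that kept genes listed at 0. Genes not listed at 0 in a group and past the threshold numbered 0 in the main comparison, 2 after rescaling without abundant RNA classes (Lpar1 and SNORA48), 1 in the model with a replicate block (SNORA48), 9 without the libraries with little Y-linked RNA, and 0 to 4 leaving out 1 library at a time, with 4 without Hom-P replicate 1 and 4 without Hom-P replicate 4. Of the 9, 6 are at 0 throughout a group of the 6 libraries left. The cause was not tested.

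For the named genes, 2842 of 2916 values over 117 genes kept their direction and their side of the threshold, 4 newly passed it, 0 no longer passed it and 70, in 20 genes, turned their sign. For the gene lists, 701 of 821 values over 33 lists kept both, 39 newly passed, 32 no longer passed and 49, in 12 lists, turned the direction that camera gave. Lists past the threshold numbered 12 in the main comparison and 9 to 17 over the settings, and 0 in every setting with an estimated correlation. The values that turned are log2 fold changes of genes and median log2 fold changes of lists, and a list's median can have another sign than the direction that camera gave. The list whose turned value passed the threshold was the yolk sac list with the ribosomal RNA covariate (adjusted p = 0.000340, in a range of 5.9e-22 to 0.967 over the settings).

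With median-ratio rescaling, the value was -0.0037 for Igf2. After rescaling without abundant RNA classes, the value was -0.13 for Stat1, -0.15 for Igf2, -0.15 for Gapdh, -0.043 for Slc38a4 and -0.15 for the regulators of nutrient transport list. With a mean FPKM of at least 1, the value was -0.27 for the aquaporins list and 0.025 for the steroid and retinoid metabolism list. With array quality weights, the value was 0.010 for Syna, 0.028 for Tek, -0.013 for Gapdh, 0.020 for the endothelium list and -0.049 for the angiogenesis list. In the model with a replicate block, the value was 0.059 for Tbc1d4, -0.024 for Stat1, 0.032 for Synb, 0.032 for Gcm1, -0.032 for Gapdh, 0.081 for Slc2a3, 0.031 for the endothelium list, -0.016 for the angiogenesis list, 0.10 for the steroid and retinoid metabolism list and -0.14 for the Y-linked genes list. With the Xist covariate, the value was -0.0058 for Stat1, 0.011 for Syna, 0.0069 for Vegfa, -0.011 for Gapdh, -0.065 for the angiogenesis list and -0.16 for the Y-linked genes list. With the ribosomal RNA covariate, the value was 0.035 for Pik3ca, -0.031 for Igf2, -0.035 for Sdha, -0.044 for Slc38a1, -0.054 for Slc38a2, 0.12 for Prl8a2, 0.63 for Afp, 0.18 for Apoa2, 0.66 for Ttr, -0.35 for the natural killer cells list, -0.076 for the angiogenesis list, 0.90 for the yolk sac list and 0.21 for the short noncoding RNAs list. Without genes listed at 0 in a group, the value was -0.057 for the angiogenesis list. With the Y-linked covariate, the value was -0.0046 for Gapdh and -0.062 for the angiogenesis list. With the yolk sac covariate, the value was -0.020 for Gapdh, -0.078 for the angiogenesis list, 0.083 for the transcription factors with motifs list and 0.091 for the short noncoding RNAs list. Without the libraries with little Y-linked RNA, the value was 0.31 for Xist, 0.083 for Mtor, 0.021 for Arnt2, 0.081 for Syna, 0.087 for Synb, 0.051 for Gcm1, 0.050 for Vegfa, -0.00010 for Igf2, -0.027 for the decidual stroma list, 0.047 for the endothelium list, 0.028 for the steroid and retinoid metabolism list and -0.21 for the Y-linked genes list. Without Het-U replicates 1 and 2, the value was 0.0091 for Pik3ca, -0.043 for Igf2, -0.16 for Sdha, -0.017 for Slc38a1, 0.23 for Prl8a2, -0.0099 for the angiogenesis list, -0.041 for the regulators of nutrient transport list, -0.28 for the yolk sac list and 0.31 for the short noncoding RNAs list. The cause was not tested.

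For some lists the median log2 fold change took another sign although camera kept its direction. Without a filter on low values, it was -0.012 for the System A and related transporters list. With median-ratio rescaling, it was -0.0031 for the regulators of nutrient transport list. After rescaling without abundant RNA classes, it was -0.056 for the junctional zone list, -0.043 for the System A and related transporters list, -0.11 for the PI3K signaling list, -0.11 for the FOXO targets list, -0.092 for the apoptosis list, -0.11 for the steroid and retinoid metabolism list, -0.050 for the transcription factors with motifs list and -0.11 for the short noncoding RNAs list. With array quality weights, it was 0.028 for the labyrinthine trophoblast list. Without Hom-P replicate 1, it was 0.040 for the labyrinthine trophoblast list and -0.16 for the short noncoding RNAs list. Without Hom-P replicate 2, it was 0.039 for the angiogenesis list, 0.048 for the labyrinthine trophoblast list and 0.019 for the other amino acid transporters list. Without Hom-P replicate 3, it was -0.064 for the short noncoding RNAs list. Without Hom-P replicate 4, it was -0.079 for the aquaporins list. Without Het-U replicate 1, it was -0.026 for the aquaporins list, 0.0011 for the antigen presentation and interferon response list and -0.025 for the steroid and retinoid metabolism list. Without Het-U replicate 2, it was -0.0014 for the regulators of nutrient transport list and -0.0041 for the steroid and retinoid metabolism list. Without Het-U replicate 3, it was -0.067 for the regulators of nutrient transport list and -0.024 for the short noncoding RNAs list. Without Het-U replicate 4, it was -0.014 for the regulators of nutrient transport list, -0.0060 for the steroid and retinoid metabolism list and -0.039 for the short noncoding RNAs list. Without Het-U replicate 5, it was 0.032 for the labyrinthine trophoblast list and -0.011 for the short noncoding RNAs list. In the model with a replicate block, it was 0.032 for the labyrinthine trophoblast list and -0.011 for the short noncoding RNAs list. With the Xist covariate, it was -0.033 for the regulators of nutrient transport list and -0.036 for the short noncoding RNAs list. With the ribosomal RNA covariate, it was -0.064 for the regulators of nutrient transport list and -0.025 for the PI3K signaling list. With the Y-linked covariate, it was -0.0047 for the regulators of nutrient transport list. Without the libraries with little Y-linked RNA, it was 0.028 for the angiogenesis list, 0.039 for the labyrinthine trophoblast list and -0.10 for the short noncoding RNAs list. With the yolk sac covariate, it was 0.0052 for the labyrinthine trophoblast list, -0.011 for the regulators of nutrient transport list and -0.010 for the steroid and retinoid metabolism list. Without Het-U replicates 1 and 2, it was -0.017 for the System A and related transporters list, -0.012 for the PI3K signaling list, -0.021 for the FOXO targets list, -0.0088 for the apoptosis list, 0.054 for the antigen presentation and interferon response list and -0.011 for the steroid and retinoid metabolism list. The cause was not tested.

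Leaving out 1 library at a time, the values that turned in any of these settings ranged from -0.066 to 0.0021 for Pik3ca, -0.28 to 0.00027 for Mtor, -0.16 to 0.059 for Tbc1d4, -0.075 to 0.11 for Stat1, -0.11 to 0.029 for Syna, -0.58 to 0.18 for Synb, -0.46 to 0.14 for Gcm1, -0.24 to 0.14 for Tek, -0.32 to 0.062 for Vegfa, -0.14 to 0.14 for Igf2 and -0.032 to 0.067 for Gapdh. The others ranged from -0.14 to 0.081 for Slc2a3, -0.52 to 0.093 for Prl8a2, -0.43 to -0.11 for the natural killer cells list, -0.18 to 0.13 for the decidual stroma list, -0.11 to 0.043 for the endothelium list, -0.10 to 0.039 for the angiogenesis list, -0.067 to 0.040 for the regulators of nutrient transport list, -0.10 to 0.0011 for the antigen presentation and interferon response list, -0.025 to 0.10 for the steroid and retinoid metabolism list, -0.16 to 0.13 for the short noncoding RNAs list and -0.14 to 1.02 for the Y-linked genes list. The cause was not tested.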

Differences from the paper's values

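The settings named here without further note are the alternatives set before the data were examined. The settings without the libraries with little Y-linked RNA and without Het-U replicates 1 and 2 were chosen after the values were seen.

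The paper's count of differentially expressed genes at an adjusted p under 0.05 and 1.5-fold is 97, and the count from limma at the same thresholds was 11. The paper's counts are 61 higher and 36 lower in Hom-P, and limma gave 8 higher and 3 lower. None of the alternatives set before the data were examined brought any of these counts to the paper's (10 to 17 genes, 7 to 9 higher and 3 to 9 lower), and all of them differ. All 11 genes that limma called are listed at 0 in every library of a group. Without such genes, in a setting chosen after the values were seen, limma called 0. The paper's test was Cuffdiff's, which needs the reads, whereas limma was run on the deposited FPKM. Of the study's 97 genes 0 passed in the main comparison, 57 of the 96 kept had an unadjusted limma p under 0.05 and all 96 had the table's direction. Mir351 passed without Het-U replicate 1 and, in a setting chosen after the values were seen, without Het-U replicates 1 and 2. AL833780.1 passed without Hom-P replicate 4 and, in a setting chosen after the values were seen, without the libraries with little Y-linked RNA. No other gene of the study's table was called in any setting.

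The direction of the study's own table differs from its text. By the mean FPKM per group in that table, 37 genes are higher in Hom-P and 60 are lower, where the paper's text gives 61 higher and 36 lower. These counts come from the table alone, so no alternative applies to them. In the table, 9 of the 97 genes are under 1.5-fold.

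The paper's log2 fold change of Aqp5 is 2.40, and with a pseudocount of 0.5 it was 0.91. It differs under every alternative set before the data were examined except a mean FPKM of at least 1, which does not keep the gene. With a pseudocount of 0.1 it was 1.57. In the main comparison, for the other 34 of 35 genes that the paper names, the fold change had the sign of the paper's and lay within the larger SD of the log2 values in a group from it, and the widest of these gaps was in Gzmb, -1.51 from the paper's table against -0.85. Cfh, Gzmb and Pdlim3 went beyond that SD under some of the alternatives. The paper's fold changes here are ratios of the group means in its table, without a pseudocount.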

Other observations

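The split of the samples with the most calls was looked at only after the counts over splits were seen.

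The reference genes of the study's qRT-PCR were at 156 ± 12.1 FPKM (SD, n = 4) in Hom-P and 155 ± 17.2 (SD, n = 5) in Het-U for Gapdh (log2 fold change 0.012, standard error 0.10, adjusted p = 0.986 from limma) and 128 ± 35.2 FPKM (SD, n = 4) in Hom-P and 114 ± 33.9 (SD, n = 5) in Het-U for Sdha (log2 fold change 0.17, standard error 0.28, adjusted p = 0.942 from limma). Igf2, which encodes a placental growth factor, was at 456 ± 128 FPKM (SD, n = 4) in Hom-P and 446 ± 82.6 (SD, n = 5) in Het-U (log2 fold change 0.0081, standard error 0.20, adjusted p = 0.996 from limma).

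Lists that belong at no conclusion of the paper gave these values, none with a gene past limma's adjusted test. Mitochondrial mRNA was lower together in Hom-P (0 above 0 and 12 below, median log2 fold change -0.27, camera adjusted p = 0.00139, 0.537 with an estimated correlation, and 2 at an unadjusted limma p under 0.05), and the camera call ended without the libraries with little Y-linked RNA (adjusted p = 0.210), with a median of -0.25 over the 6 libraries left. The mean log2 value of these 12 genes had an exact permutation p of 0.135 (two-sided). Ribosomal RNA features were higher together (5 above 0 and 0 below, median log2 fold change 1.15, camera adjusted p = 0.00366, 0.537 with an estimated correlation, and 1 at an unadjusted limma p under 0.05), and this call ended without Het-U replicates 1 and 2 (adjusted p = 0.194, median 0.42). Yolk sac genes did not pass with all libraries (3 above 0 and 16 below, median log2 fold change -1.31, camera adjusted p = 0.0523, 0.788 with an estimated correlation, and 0 at an unadjusted limma p under 0.05), but passed with a pseudocount of 0.1 (adjusted p = 0.0256), with a mean FPKM of at least 1 (0.0399), without Hom-P replicate 4 (3.4e-09), without Het-U replicate 3 (0.00170), without Het-U replicate 5 (0.0248), with the replicate block (0.0130), with the Xist covariate (0.0463), without genes listed at 0 in a group (0.0388) and without the libraries with little Y-linked RNA (5.9e-22), with a median of -2.40 without Hom-P replicate 4 and -3.29 without the libraries with little Y-linked RNA, and passed in the opposite direction with the ribosomal RNA covariate (adjusted p = 0.000340). With an estimated correlation none of these calls held (adjusted p of at least 0.433, and 0.720 with the covariate). Hypoxia genes did not pass (6 above 0 and 13 below, median log2 fold change -0.089, camera adjusted p = 0.155, 0.788 with an estimated correlation, and 0 at an unadjusted limma p under 0.05), although they passed with array quality weights (adjusted p = 0.00658), without Het-U replicate 5 (0.00788), with the replicate block (0.00895) and without the libraries with little Y-linked RNA (0.0213), in none of these with an estimated correlation (adjusted p of at least 0.555). Also not past the threshold were short noncoding RNAs (2 above 0 and 1 below, median log2 fold change 0.045, camera adjusted p = 0.815, 0.845 with an estimated correlation, and 0 at an unadjusted limma p under 0.05) and Y-linked genes (4 above 0 and 0 below, median log2 fold change 0.28, camera adjusted p = 0.695, 0.845 with an estimated correlation, and 0 at an unadjusted limma p under 0.05). Of the lymphocyte genes, Cd79b (-0.19) and Cd2 (0.055) were kept, too few to test.

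Afp (log2 fold change -2.48, standard error 1.76, adjusted p = 0.868 from limma), Apoa2 (log2 fold change -2.75, standard error 1.70, adjusted p = 0.856 from limma) and Ttr (log2 fold change -1.50, standard error 1.14, adjusted p = 0.868 from limma), which are transcribed in the yolk sac, varied between libraries of a group. The split that sets Hom-P replicate 4 and Het-U replicates 1, 2 and 4 against the others called 20 genes without those listed at 0 in a group, all higher in these 4 libraries, and 6 of the 19 yolk sac genes kept were among them. The real split called 0, with 957 at an unadjusted limma p under 0.05. As this split was picked for its number of calls, the number does not test for a structure of the samples other than the groups.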
